# **Gut microbiota butyrate mediated RUNX3 promotes Nr4a1**^**high**^**ZFP36**^**high**^ **resident macrophages via NR4A1/ERK1/2 MAPK to maintain gut homeostasis**

**DOI:** 10.1080/19490976.2025.2569741

**Published:** 2025-10-17

**Authors:** Yunhuan Gao, Yi Shi, Ningning Zhu, Yang Hao, Juanjuan Wang, Yuan Zhang, Rongcun Yang

**Keywords:** Gut microbe, resident macrophage, RUNX3, Nr4a1, ZFP36

## Abstract

Gut homeostasis is critical for systemic health, and its disruption is implicated in various diseases, including metabolic disorders. Gut-resident macrophages play a pivotal role in maintaining intestinal homeostasis, yet the mechanisms underlying their differentiation and function remain incompletely understood. Using single-cell RNA sequencing (scRNA-seq), we found a key regulatory axis in which gut microbiota-derived butyrate induces the differentiation of Nr4a1^high^ZFP36^high^ resident macrophages via RUNX3 to sustain gut homeostasis. Butyrate could upregulate RUNX3 expression in gut-resident macrophages through lncRNA lncLy6c-mediated H3K4me3 modification. Genetic ablation of RUNX3 in myeloid cells of *RUNX3*^*fl/fl-Lyz2-Cre*^ mice led to a marked reduction in resident macrophages and increased susceptibility to DSS-induced colitis. RUNX3-mediated resident macrophages exhibited elevated ZFP36 expression alongside suppressed pro-inflammatory cytokines and chemokines. Further mechanistic studies revealed that RUNX3 drives the differentiation of Nr4a1^high^ZFP36^high^ resident macrophages via the Nr4a1-dependent activation of the ERK1/2 MAPK pathway. Consistently, high expression levels of RUNX3, Nr4a1, and ZFP36 were observed in colon-resident macrophages from healthy human donors. Collectively, our findings demonstrate that butyrate-RUNX3 signaling orchestrates the differentiation of Nr4a1^high^ZFP36^high^ resident macrophages through the Nr4a1/ERK1/2 MAPK pathway, thereby safeguarding gut homeostasis.

## Introduction

Gut homeostasis is critically important for human health, and its disruption has been associated with numerous diseases including metabolic disorders (obesity, diabetes, and non-alcoholic fatty liver disease), gastrointestinal diseases (inflammatory bowel diseases (IBD) and colorectal cancer (CRC)), as well as neurodegenerative and cardiovascular diseases.^1-3^ The intestinal mucosa harbors the largest population of resident macrophages in both humans^4^ and mice,^5^ which play a pivotal role in maintaining gut homeostasis.^6^^,^^7^ However, the precise mechanisms governing the differentiation and function of these resident macrophages remain incompletely understood.

Gut resident macrophages exhibit a dual origin, arising from both embryonically derived macrophages and peripheral blood inflammatory monocytes, with the latter serving as the primary source of macrophage turnover in adult mice.^8^ Through a process termed the "monocyte waterfall",^8^^,^^9^ circulating inflammatory monocytes migrate to the gut and differentiate into resident macrophages. These monocyte-derived precursors initially express high levels of CCR2, F4/80 (F10), and Ly6C, along with moderate to low levels of cysteine-X3-cysteine chemokine receptor 1 (CX3CR1). Upon tissue integration, they undergo phenotypic maturation, downregulating CCR2, F4/80, and Ly6C while upregulating CX3CR1 and CD206, ultimately adopting the signature profile of CD45^+^CD11b^+^CD64^+^CD103^−^MHCII^+^ gut-resident macrophages.^10-13^ This differentiation process is tightly regulated by the nuclear receptor Nr4a1.^14^^,^^15^ Once established, gut-resident macrophages perform essential homeostatic functions, including bacterial clearance, removal of senescent cells, tissue repair, extracellular matrix remodeling, epithelial renewal, and maintenance of gut motility and immune tolerance.^6^^,^^7^^,^^16^ Their depletion or functional impairment leads to severe pathological consequences, such as submucosal vascular abnormalities, enteric neuron loss, vascular leakage, impaired intestinal motility, and chronic inflammation.^17^^,^^18^ Recent advances in single-cell RNA sequencing (scRNA-seq) have further revealed significant heterogeneity among gut-resident macrophages, identifying multiple distinct subpopulations with unique transcriptional profiles.^19-21^

The gut microbiota plays a pivotal role in the differentiation and functional development of intestinal macrophages.^8^^,^^22^ Studies using germ-free (GF) mice or antibiotic-treated mice with microbiota depletion have demonstrated a significant reduction in monocyte-derived resident macrophages.^8^^,^^22^ Substantial evidence highlights the critical influence of gut microbiota and their metabolic byproducts on macrophage differentiation.^1^^,^^23^ Through single-cell RNA sequencing (scRNA-seq) analysis, we have found that microbiota-derived butyrate promotes the differentiation of Nr4a1^high^ZFP36^high^ resident macrophages via RUNX3, thereby maintaining intestinal homeostasis. Notably, these Nr4a1^high^ZFP36^high^ resident macrophages exhibit elevated expression of the anti-inflammatory factor ZFP36.

## Materials and methods

Reagents and oligoes used in study were listed in on Table S1.

### **Mice**

Four-to six-week-old male or female C57BL/6 mice were obtained from the Nanjing Animal Center (Nanjing, China). RUNX3 macrophage conditional knockout (RUNX3^fl/fl-Lyz2-Cre^) mice and their control littermates (RUNX3^fl/fl^) were generated by the Nanjing Animal Center. LncLy6C-deficient mice^24^ on a C57BL/6J background were generated by the Model Animal Research Center of Nanjing University (Nanjing, Jiangsu, China) using CRISPR-Cas9 system. Cas9 mRNA and sgRNA were co-injected into zygotes. sgRNA direct Cas9 endonuclease cleavage in upstream of exon 1 of *LncLy6C* and downstream of exon 2 of *LncLy6C*, and create a double-strand break. All mice were bred and maintained under specific pathogen-free (SPF) conditions in the Animal Center of Nankai University. All animal procedures were approved by the Institute's Animal Ethics Committee of Nankai University and conducted in accordance with the guidelines of the Institutional Animal Care and Use Committee of the Model Animal Research Center. Experimental variables, including environmental influences, parental genotypes, and husbandry, were strictly controlled.

### **Preparation of macrophages**

For generation of bone marrow-derived macrophages (BMDMs), bone marrow cells (BMCs) were cultured in medium containing macrophage colony-stimulating factor (M-CSF; 30 ng/mL) for 4 d to differentiate into BMDMs.

For analysis of CD117–CD11b + CD115 + Ly6C + cells, the differentiation status of BMCs was assessed by flow cytometry analysis of CD117–CD11b + CD115 + Ly6C + cells.

For generation of human monocyte-derived macrophages (HMDMs), fresh whole blood was collected from healthy volunteers at the Tianjin Blood Center (Tianjin). Peripheral blood mononuclear cells (PBMCs) were isolated from the blood on the day of collection using Ficoll-Paque density gradient centrifugation (Solarbio) according to the manufacturer's instructions. Isolated PBMCs were then cultured in medium supplemented with M-CSF (500 U/mL) for 5 d to generate HMDMs for subsequent ex vivo stimulation.

### **Colon resident macrophage isolation, treatment and flow cytometry**

For the isolation of colon-resident macrophages, a previously established protocol was utilized for both cell isolation and flow cytometry analysis.^25^ Briefly, colons were excised from mice and immediately placed onto PBS (phosphate-buffered saline; without calcium or magnesium; room temperature)-soaked laboratory tissue paper. To isolate lamina propria (LP) lymphocytes, cells were resuspended in 10 mL of the 40% fraction of a Percoll density gradient (40:80) and carefully overlaid onto 5 mL of the 80% fraction in a 15 mL Falcon tube, followed by centrifugation. LP lymphocytes were harvested from the Percoll gradient interphase, stained with antibodies, and sorted via flow cytometry. Colon-resident macrophages (CD45^+^CD11b^+^CD64^+^CD103^–^MHCII^+^Ly6C^–^/low)^10-13^ were identified and collected. Isolated resident macrophages were subsequently treated with siRNA or inhibitors and analyzed.

Following Percoll gradient separation and collection from the interphase, LP lymphocytes were stained for flow cytometric analysis. Dead cells were excluded using 7-AAD staining. For intracellular cytokine staining, cells were stimulated for 6 hours with 50 ng/mL phorbol 12-myristate 13-acetate (PMA) and 1 μg/mL ionomycin in the presence of GolgiStop. Cells were then stained with FITC-, PE-, APC-, or PerCP/Cy5.5-conjugated antibodies. Gating strategy was performed as described in our previously reported method.^26^

### **Mouse models**

For DSS-induced colitis model, DSS-induced colitis was established as previously described.^27^ Briefly, mice received 2.5% DSS (40 kDa; MP Biomedicals) or the indicated concentration in their drinking water *ad libitum* for 7 d, followed by a return to regular drinking water. Body weight was measured every other day. Percent weight change was calculated as: (weight at day X – weight at day 0)/weight at day 0 × 100. Mice were also monitored daily for rectal bleeding, diarrhea, and general signs of morbidity (e.g., hunched posture, failure to groom). Disease activity index (DAI) and histological evaluation were performed according to established methods.^26^^,^^28^ DAI was calculated as the average score of three parameters. Weight loss: 0 = none; 1 = 1%–5%; 2 = 5%–10%; 3 = 10%–15%; 4 = >15%; bleeding: 0 = normal; 2 = slight bleeding; 4 = gross bleeding; diarrhea (stool consistency): 0 = normal; 2 = loose stools; 4 = watery diarrhea. Histology scores were determined as the sum of epithelial (E) and inflammatory infiltrate (I) scores. Inflammatory Infiltrate (I): 0 = no infiltrate; 1 = infiltrate around crypt bases; 2 = infiltrate reaching the lamina muscularis mucosae; 3 = extensive infiltration reaching the lamina muscularis mucosae with mucosal thickening and abundant edema; 4 = infiltration of the lamina submucosa; Epithelium (E): 0 = normal morphology; 1 = goblet cell loss; 2 = goblet cell loss in large areas; 3 = crypt loss; 4 = crypt loss in large areas.

For macrophage transplantation experiments, monocytes/macrophages were isolated from bone marrow cells (BMCs) of the mice. After treatment with shZFP36-, ZFP36-, shNr4a1-, or Nr4a1-expressing lentiviral, these modified monocytes/macrophages were mixed with untreated BMCs and transplanted into lethally irradiated (8Gy single dose; Shepherd Mark I Cesium Irradiator, J.L. Shepherd and Associates) recipient mice. Three weeks post-transplantation, DSS colitis model was induced in the recipient mice.

For ERK1/2 inhibition study, to investigate the potential role of ERK1/2 in resident macrophage differentiation, mice received intraperitoneal injections of an ERK1/2 inhibitor (5 mg/kg; MCE, USA). The inhibitor was administered every other day for a total of five doses. Control mice received an equivalent volume of 0.9% saline.

For butyrate treatment model**,** mice were administered sodium butyrate (NaB; 100 mg/kg) daily via oral gavage for 7 d.

### **Single-cell RNA-Seq processing**

Immune cells isolated from mouse colon tissues were resuspended in 10 mL of a 40% Percoll solution and overlaid onto 5 mL of an 80% Percoll solution in a 15-mL Falcon tube. The gradient was centrifuged at 1,800 rpm (approximately 500 ×g) for 20 min at room temperature. Lymphocytes were collected, stained for sorting, and subjected to single-cell RNA sequencing (scRNA-seq). scRNA-seq processing was performed essentially as described previously.^29^

#### **Single-cell RNA-Seq data analyses**

Single-cell RNA-Seq data were analyzed following a previously described method.^29^ Low-quality cells and doublets were filtered out by removing cells exhibiting >15% mitochondrial gene content or expressing either fewer than 200 genes or more than 6,000 genes. Clustering was performed using the Deep Embedding algorithm for Single-cell Clustering (DESC). Resident macrophages were subsequently subclustered from the initial results. Within each cluster, differentially expressed genes (DEGs) were identified using the Poisson Generalized Linear Model implemented in Seurat. DEGs for each cluster were defined as genes with a log fold-change > 0 and Bonferroni-adjusted *p*-values < 0.05. These DEGs were used for downstream analyses. Enrichment analysis was conducted using Metascape (http://metascape.org/). Pseudotime trajectory analysis of all macrophages was performed using Monocle 2. Violin plots and feature plots were generated using the VlnPlot and FeaturePlot functions, respectively, in Seurat v4. Intercellular communication was inferred from the scRNA-seq data using CellChat.^30^ Volcano plots were used to visualize gene expression differences. Differential gene expression comparisons between macrophage populations were performed using Seurat, applying a *p*-value cutoff of 10e−3 and log2 (fold-change) cutoff between 1 and –1.

### **RNA-seq analysis**

RNA-seq analyses were done according to reported method.^31^ According to the manual of TRIzol®reagent (Invitrogen, Shanghai, China), total RNAs from cells were extracted. Library was prepared and transcriptome was sequenced on an MGISEQ-2000 platform to generate 100-bp paired-end reads. Data were analyzed on http://biosys.bgi.com

### **SiRNA and shRNA lentivirus construction**

All siRNAs were purchased from Sangon Biotech, with sequences detailed in Supplementary Table I. Macrophages were transfected with siRNA or negative control siRNA using Lipofectamine 3000 (Invitrogen) or HiPerFect transfection reagent (Qiagen), according to the manufacturers' instructions.

shRNA lentiviral constructs were generated as previously described.^24^ Target sequences for short hairpin RNAs (shRNAs) were selected using BLOCK-iT™ RNAi Designer (Invitrogen) and/or i-Score Designer. shRNA constructs were generated using the pGreenPuro™ shRNA Cloning and Expression Lentivector Kit (System Biosciences Inc.), following the manufacturer's protocol. The non-targeting control shRNA was provided with the kit. For lentiviral particle packaging, shRNA lentivector was co-transfected with pMD2G and psPAX2 packaging plasmids into HEK293T cells.

### **ChIP-PCR**

Chromatin immunoprecipitation (ChIP) followed by PCR (ChIP-PCR) was conducted using the EZ-ChIP™ Chromatin Immunoprecipitation Kit (Millipore), following our previously reported methodology.^32^ Briefly, cells were crosslinked with 1% paraformaldehyde under rotation at room temperature for 10 minutes. Crosslinking was quenched by adding glycine to a final concentration of 0.125 M, followed by an additional 5 min of rotation. Cells were then washed three times with ice-cold PBS containing 1% PMSF and immediately resuspended in SDS lysis buffer supplemented with 1% PMSF. Lysates were sonicated on ice using a Bioruptor (Diagenode) for a total of 40 cycles (30 s on, 30 s off), performed in four increments of 10 cycles each. After pelleting cellular debris, the lysates were precleared by incubation with Protein G agarose for 1 h at 4 °C with rotation. For immunoprecipitation, precleared lysates were incubated overnight at 4 °C with rotation using the indicated antibodies. Protein G agarose was added for the final 2 h of incubation. The beads were subsequently washed sequentially with low-salt immune complex wash buffer, high-salt immune complex wash buffer, and LiCl immune complex wash buffer. Chromatin immunocomplexes were eluted by incubating the beads with elution buffer for 15  min at room temperature. To reverse the protein-DNA crosslinks, 5 M NaCl was added to the eluates, followed by overnight incubation at 65 °C. Following reversal of crosslinks, the samples were treated with RNase (30 min at 37 °C) and proteinase K (2  h at 55 °C). Finally, DNA was purified and subjected to ChIP-seq and qPCR analysis.

### **RNA extraction and qRT-PCR, Immunoblotting, H & E staining, immunostaining, and ELISA**

RNA extraction and qRT-PCR, immunoblotting, chromatin immunoprecipitation (ChIP)-polymerase chain reaction (PCR), Hematoxylin/eosin (H & E) staining, immunostaining, and enzyme linked immunosorbent assay (ELISA) were performed according to our previously reported methods.^24^^,^^25^^,^^29^^,^^33^

### **Statistical analyses**

Statistical analysis was performed using GraphPad Prism 8 software. Two side Student's t-test and ONE-way, ANOVA Bonferroni's Multiple Comparison Test were used to determine significance. Kaplan and Meier method was used to estimate the statistical significance of the survival curves. Mann-Whitney U test was used to analyze histological scores. A 95% confidence interval was considered significant and defined as *p* < 0.05. *indicates *p* < 0.05, **p < 0.01, ***p < 0.001. Ns, no significance.

## Results

### **Gut resident macrophages induced by butyrate-mediated LncLy6c exhibit high RUNX3 expression**

LncRNA *lncLy6c* which is directly regulated by butyrate,^24^ has been shown to promote the differentiation of peripheral blood Ly6C^high^ inflammatory macrophages into Ly6C^int/neg^ immunosuppressive macrophages.^24^ To further investigate this phenomenon in colon tissues, we compared *lncLy6c* knockout (KO) mice with wild-type (WT) controls. Flow cytometry analysis revealed a significant reduction in the proportion of gut resident macrophages (CD45^+^CD11b^+^CD64^+^CD103^–^MHCII^+^Ly6C^–/low^)^10-13^ in colon tissues of *lncLy6c* KO mice (Figure 1A). Single-cell RNA sequencing (scRNA-seq) analysis corroborated these findings, demonstrating a markedly decreased proportion of the resident macrophage population (Macro 3) in *lncLy6c* KO mice compared to WT controls (Figure 1B and C). These resident macrophages exhibited low expression of CCR2, F10, and Ly6C, along with high expression of immunosuppressive markers such as Mrc1 (CD206) and CX3CR1^10-13^ (Figure 1C, Supplementary Figure S1). Notably, no significant differences were observed in the proportion of CCR2^high^ F10^high^ Ly6C^high^ CX3CR1^low^ inflammatory monocytes/macrophages (Macro 1) between the two groups (Figure 1C, Supplementary Figure S1). Collectively, these data demonstrate that *lncLy6c* deficiency leads to a selective reduction in the resident macrophage population in colon tissues, without affecting inflammatory monocyte-derived macrophages.

To identify potential regulators of gut resident macrophage differentiation associated with *lncLy6c*, we analyzed single-cell RNA sequencing (scRNA-seq) data from *lncLy6c* KO and control mice. This analysis revealed multiple downregulated genes in KO resident macrophages, including the key transcription factor RUNX3 (Figure 1D and E). The reduction in RUNX3 expression was further validated at the transcriptional and protein levels using qRT-PCR, Western blotting, and immunostaining (Figure 1F and G). These findings demonstrate that butyrate-induced *lncLy6c* promotes the differentiation of gut resident macrophages with high RUNX3 expression.

### **Gut resident macrophages decreased in the colon tissue of *RUNX3*^*fl/fl-Lyz2-Cre*^ mice**

RUNX3 has a potential role in maintaining intestinal homeostasis.^34^ This transcription factor contains an evolutionarily conserved DNA/protein-binding domain that serves as a key regulator of hematopoietic development and immune cell lineage commitment.^35-37^ Using a RUNX3 shRNA lentivirus mediated macrophage transplantation model, we found that *RUNX3* knockdown significantly reduced the number of resident macrophages (Supplementary Figure S2), indicating its essential role in promoting the differentiation of resident macrophages from inflammatory monocytes. To further investigate RUNX3's regulatory function in macrophage differentiation, we generated macrophage-specific *RUNX3* KO mice (*RUNX3*^*fl/fl-Lyz2-Cre*^) and compared them with *RUNX3*^*fl/fl*^ controls. scRNA-seq analysis of colonic macrophages revealed five distinct subpopulations (Figure 2A and B). Notably, the resident macrophage cluster (Macro−3), characterized by low CCR2 and F10 expression^38^ (Supplementary Figure 3, was significantly reduced in *RUNX3*^*fl/fl-Lyz2-Cre*^ mice, while CCR2^high^ F10^high^ inflammatory macrophage populations (Macro-5 and Macro-1)^39^ remained unchanged (Supplementary Figure S3). Flow cytometry analysis confirmed these findings, showing decreased CD11b^+^CD115^+^Ly6C^neg^ immunosuppressive macrophages in peripheral blood^14^^,^^24^ and reduced CD45^+^ CD11b^+^ CD64^+^ MHCII^+^ Ly6C^low/^^−^ resident macrophages^10-13^ in colonic tissues of *RUNX3*^*fl/fl-Lyz2-Cre*^ mice (Figure 2C and D). Complementary gene expression and signaling pathway analyses further validated these macrophage subpopulations (Supplementary Figure S4A and B), with pseudo-time analysis confirming that in cluster 3 (Macro-3) represents gut-resident macrophages while cluster 5 and 1 (Macro-5 and Macro-1) derive from inflammatory blood monocytes/macrophages (Supplementary Figure S4C). The depletion of these resident macrophages, known to contribute to inflammation,^17^^,^^18^ was accompanied by elevated Th1/Th17 responses and reduced Treg populations in colonic tissues (Figure 2E). Collectively, these results demonstrate that RUNX3 deficiency leads to decreased intestinal resident macrophages and concomitant increases in inflammatory cells within colonic tissue.

### ***RUNX3*^*fl/fl-Lyz2-Cre*^ mice are high sensitive to DSS mediated colitis**

To further investigate the role of RUNX3 in gut-resident macrophages, we utilized a DSS-induced colitis model. Compared to control *RUNX3*^*fl/fl*^ mice, *RUNX3*^*fl/fl-Lyz2-Cre*^ mice exhibited heightened susceptibility to chemically induced colitis, as evidenced by increased weight loss, reduced survival rates, more severe bleeding and diarrhea (higher disease index), shorter colon length, and elevated histological scores (Figure 3A–E). Additionally, colon tissues from *RUNX3*^*fl/fl-Lyz2-Cre*^ mice showed a significant reduction in resident macrophages (Figure 3F). Notably, *RUNX3*^*fl/fl-Lyz-Cre*^ mice also displayed elevated levels of pro-inflammatory cytokines (TNFα, IL-1β, and IL-6) alongside decreased anti-inflammatory cytokines (IL-10 and TGFβ) in colon tissues (Figure 3G). Given that these cytokines modulate the differentiation and function of Th1, Th17, and Treg cells,^40^^,^^41^ we further assessed these T-cell subsets and observed an increase in Th1 and Th17 cells but a decrease in Tregs in *RUNX3*^*fl/fl-Lyz2-Cre*^ mice (Figure 3H). These findings demonstrate that RUNX3-mediated regulation of gut-resident macrophages is essential for maintaining intestinal homeostasis.

### **RUNX3-mediated macrophages rely on Nr4A1-mediated ERK1/2/MAPK pathway**

To identify the key factor mediating RUNX3-dependent macrophage differentiation, we focused on Nr4a1, a known regulator of resident macrophage development.^14^ Single-cell RNA sequencing (scRNA-seq) revealed significantly reduced Nr4a1 expression in colon macrophages from *RUNX3*^*fl/fl-Lyz2-Cre*^ mice compared to controls (Figure 4A). Intriguingly, this downregulation was most pronounced in the Macro-3 subset (resident macrophages), while other macrophage populations (Macro-1, -4, and -5) showed only modest reductions (Figure 4B). Consistent with these findings, qRT-PCR and Western blot also confirmed lower Nr4a1 levels in isolated RUNX3-deficient resident macrophages (Figure 4C and D). Notably, in the Nr4a1 shRNA lentivirus-infected macrophage transplantation model, we observed a significant reduction in immunosuppressive CD11b^+^CD115^+^Ly6C^neg^ resident macrophages in peripheral blood^14^^,^^24^ as well as decreased CD45^+^CD11b^+^CD64^+^MHCII^+^Ly6C^low/^^−^ resident macrophages^10-13^ in colon tissues. In contrast, mice receiving Nr4a1 lentivirus-infected macrophages exhibited not only a marked increase in peripheral CD11b^+^CD115^+^Ly6C^neg^ resident macrophages but also elevated levels of CD45^+^CD11b^+^CD64^+^MHCII^+^Ly6C^low/^^−^ resident macrophages in colon tissues (Figure 4E and F; Figure S5A). These findings further support the critical role of Nr4a1 in promoting the differentiation of gut-resident macrophages. Taken together, our results demonstrate that RUNX3-associated Nr4a1 can effectively induce the development of gut-resident macrophages.

To further elucidate the mechanisms by which Nr4a1 induces the differentiation of resident macrophages, we performed KEGG and GSEA analyses. These analyses revealed a distinct enrichment of the mitogen-activated protein kinase (MAPK) signaling pathway in resident macrophages (Macro-3) compared to other macrophage subsets (Figure 4G). Notably, this MAPK pathway signature was also observed in the resident macrophage population (Macro−3) identified in Figure 1 (Figure 4G), suggesting a consistent association between MAPK signaling and resident macrophage identity. Collectively, these findings indicate that Nr4a1 may promote resident macrophage differentiation through a unique MAPK-dependent mechanism. Comparative analysis of scRNA-seq data from *LncLy6c* KO and *RUNX3*^*fl/fl-Lyz2-iCre*^ mice revealed that the MAPK signaling pathway in resident macrophages involves not only Nr4a1 but also key regulators such as *Atf4*, *Daxx*, *Jund*, *Pak1*, *Flna*, and *Hspa1a*. To assess their functional roles, we systematically evaluated the impact of these genes on resident macrophage differentiation. Strikingly, each gene significantly influenced the differentiation process (Figure 4H and I; Figure S5B), further supporting the critical involvement of MAPK signaling in shaping the resident macrophage phenotype. Notably, the MAPK pathway comprises four major subfamilies: extracellular signal-regulated kinases (ERK1/2), c-Jun *N*-terminal kinases (JNK1/2/3), p38-MAPK, and ERK5^42^ (Figure 4J). This hierarchical organization suggests potential mechanistic diversity in how MAPK signaling orchestrates macrophage differentiation. To delineate the functional contributions of Nr4A1, Atf4, Daxx, Jund, Pak1, Flna, and Hspa1a to the four MAPK subfamilies, we performed targeted gene silencing experiments. Strikingly, knockdown of any of these genes significantly attenuated ERK1/2 MAPK activation, while leaving ERK5 and JNK pathways unaffected (Figure 4K). Notably, since Nr4A1, Atf4, Daxx, Jund, Pak1, Flna, and Hspa1a all significantly influenced the differentiation process, only Nr4A1, Jund and Flna were found to affect p38 activation (Figure 4K), suggesting that the p38-MAPK pathway is not involved in RUNX3-mediated macrophage differentiation**.** This selective impairment strongly implicates the ERK1/2/MAPK pathway as the primary mediator of RUNX3-dependent resident macrophage differentiation. Consistent with this mechanism, pharmacological inhibition of ERK1/2/MAPK signaling in vivo robustly suppressed resident macrophage differentiation (Figure 4L). Taken together, these results establish that RUNX3 promotes resident macrophage development through an Nr4a1-dependent ERK1/2/MAPK signaling axis.

### **RUNX3 promotes expression of ZFP36 through Nr4A1/ERK1/2/MAPK pathway.**

Macrophages mediate their biological functions primarily through cytokine and chemokine secretion.^43^ Recent studies have revealed that RUNX3-deficient macrophages display a distinct immunoregulatory imbalance, marked by both reduced expression of anti-inflammatory mediators and defective suppression of pro-inflammatory genes.^37^ Since ZFP36 (zinc finger protein 36) promotes the degradation of cytokine and chemokine mRNAs containing AU-rich elements (AREs) in their 3'-UTRs,^44^^,^^45^ we next examined ZFP36 expression in macrophages. Our data revealed a significant reduction in ZFP36 levels in *RUNX3* KO colon-resident macrophages compared to *RUNX3*^*fl/fl*^ controls (Figure 5A). Single-cell RNA sequencing analysis further demonstrated that ZFP36 expression was markedly decreased in resident macrophages (Macro 3 cluster) from *RUNX3* KO mice relative to control mice (Figure 5B). Consistent with these findings, qRT-PCR and immunoblotting analyses confirmed the downregulation of ZFP36 in colon-resident macrophages from *RUNX3*^*fl/fl-Lyz2-Cre*^ mice (Figure 5C). scRNA- sequencing analysis demonstrated more pronounced reductions in IL-1β and CCL5 expression within resident macrophages (Macro 3) of *RUNX3* KO mice relative to controls (Figure 5D). qRT-PCR analysis confirmed the reduction of key cytokines and chemokines, including IL-1β and CCL5 (Figure 5E). Notably, mice receiving ZFP36 shRNA lentivirus-infected macrophages exhibited heightened susceptibility to chemically induced colitis compared to controls, as evidenced by more pronounced weight loss, reduced survival rates, increased bleeding and diarrhea severity, and higher overall disease activity indices (Figure 5F–H; Supplementary Figure S5C). In contrast, transplantation of ZFP36-overexpressing macrophages conferred significant protection against DSS-induced colitis. These findings underscore the critical role of ZFP36 in resident macrophages for maintaining intestinal homeostasis.

The expression of ZFP36 is known to be regulated by the ERK signaling pathway.^46^ Given the involvement of Nr4a1/ERK1/2 MAPK signaling in RUNX3-mediated regulation of resident macrophages, we further investigated its role in modulating ZFP36 expression in these cells. Silencing Nr4a1 or ERK1/2 not only downregulated ZFP36 expression but also enhanced the production of pro-inflammatory cytokines, including IL-1β and CCL5. Conversely, Nr4a1 or ERK1/2 overexpression upregulated ZFP36 while suppressing IL-1β and CCL5 expression (Figure 5I and J). Similarly, inhibition of ERK1/2 signaling also reduced ZFP36 levels and increased IL-1β and CCL5 expression (Figure 5K). Additionally, we examined the interplay between resident macrophage-derived chemokines and lymphocytes, observing enhanced chemokine-lymphocyte interactions (Supplementary Figure S6A). These interactions may contribute to the elevated frequencies of Th1 and Th17 cells, along with reduced Treg cell populations, in the colon tissues of *RUNX3*^*fl/fl-Lyz2-Cre*^ mice (Supplementary Figure S6B).^40^^,^^41^ Collectively, these findings demonstrate that RUNX3 enhances ZFP36 expression and attenuates pro-inflammatory cytokine and chemokine production in colon macrophages via the Nr4a1-associated ERK1/2/MAPK pathway.

### **Butyrate promotes RUNX3 expression through lncLy6c mediated H3K4me3 modification**

We have previously demonstrated that the gut microbiota metabolite butyrate promotes the differentiation of Ly6C^low^ immunosuppressive macrophages through lncLy6c.^24^ In this study, we further confirmed that butyrate enhances the differentiation of Ly6C^low^ gut-resident macrophages in the colonic tissues of wild-type (wt) mice, but not in *lncLy6c*-deficient mice^24^ (Figure 6A). Given that butyrate-mediated lncLy6c regulates RUNX3 expression (Figure 1D), we hypothesized that butyrate might also modulate RUNX3 levels. 

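Macrophages were generated from bone marrow cells of wt and *lncLy6c* KO (LNCKO) mice and were cultured for 24 h with or without butyrate, which gave 4 groups with 1 RNA library each. The sample labels give the dose of butyrate as 500 µM. According to the methods, RNA was extracted with TRIzol and sequenced as 100-bp paired-end reads on an MGISEQ-2000 platform, whereas the labels name RNeasy, TruSeq and Illumina protocols. Which of them was used is not settled by the files. The genotype and treatment of each library were taken from its title and its label fields. The library names of both LNCKO samples, with the parts NC and R3, do not spell these conditions, and each value given for LNCKO depends on the titles being right. The authors deposited FPKM values (fragments per kilobase of gene per 1000000 fragments) for 16375 genes, without counts. Of these, 16342 matched the GENCODE M21 annotation of GRCm38 and 16312 were protein-coding. No gene was listed under the name lncLy6c, so the loss of the targeted transcript, which would check the labels, was not analysed here. The ratios between the values gave the total of each library as 56392028 fragments for WT control, 59195293 for WT butyrate, 53363944 for LNCKO control and 65521713 for LNCKO butyrate. With these totals, 16032 of the matched genes (98.1%) had a whole number of fragments in all 4 libraries when the gene length was the whole genomic span with its introns. With the length of the exons, 6.77% had whole numbers. Changes in FPKM on this length were compared between libraries. Between genes, FPKM served to filter genes, to match them and to describe lists, where genes with long introns get low values. Changes were computed as the log2 ratio of FPKM + 1 between libraries, and each Runx3 change was placed as a percentile among the changes of the 500 genes nearest in mean FPKM. With 1 library per group no difference has a replicate check, and no p-values across genes were computed.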

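Runx3 (ENSMUSG00000070691) lies on the + strand of chromosome 4 of GRCm38 from 135120652 to 135177990, a span of 57339 bases with 5003 bases of exons. An antisense gene, Gm16224, lies inside it from 135143421 to 135144285, and whether the authors' counting used the strand is not known. The FPKM of Runx3 was 2.85 in WT control macrophages, 5.73 in WT macrophages with butyrate, 0.849 in LNCKO control macrophages and 1.16 in LNCKO macrophages with butyrate. With butyrate, the log2 change was 0.81 in WT macrophages, at percentile 100 among genes of similar mean FPKM, and 0.22 in LNCKO macrophages, at percentile 97.8. As plain ratios of FPKM, Runx3 was 2.01-fold higher with butyrate in WT and 1.36-fold higher in LNCKO. The change in WT exceeded the change in LNCKO by 0.58 on the log2 scale, at percentile 99.4. Without butyrate, the log2 difference of LNCKO from WT was -1.06, at percentile 0.2, and it was the result that moved most between settings, to -1.75 without a pseudocount. The genotypes also differed in Y-linked genes, with 65 and 49 fragments of Ddx3y in the WT libraries against 6128 and 7764 in the LNCKO libraries, so genotype and sex are not separated. The Runx3 values carry a limit of their own. Converted with the span and the library totals, they were 9206.62 fragments in WT control, 19461.99 in WT butyrate, 2598 in LNCKO control and 4352.78 in LNCKO butyrate, and Runx3 was the only one of the 16375 listed genes for which no length from 60 to 3000000 bases gave whole fragments in all 4 libraries. For LNCKO control, where the number was whole, 2598 fragments gave an FPKM with a 95% Clopper-Pearson interval from 0.817 to 0.882, which covers counting error only. If each library total is the sum over the listed genes, which the files do not state, the totals left 4113, 4295, 4375 and 5066 fragments for Runx3 in WT control, WT butyrate, LNCKO control and LNCKO butyrate, fewer than listed in both WT libraries. These numbers depend on taking fitting lengths within 0.5% of the span, a limit chosen after its effect was seen. Limits of 2% and 5% left negative numbers in all 4 libraries. With the least fragments that any fitting length allowed for the other genes, the totals left 17327 in WT control, more than listed, and 16967 in WT butyrate, still fewer than listed. How the 3 Runx3 values that are not whole were made cannot be told from the files. Having shown a link of lncLy6c to RUNX3 in Figure 1D, the paper hypothesizes that butyrate also modulates RUNX3, and it draws on the comparison of these 4 groups in Figure 6B for that hypothesis.

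**Figure D1:**
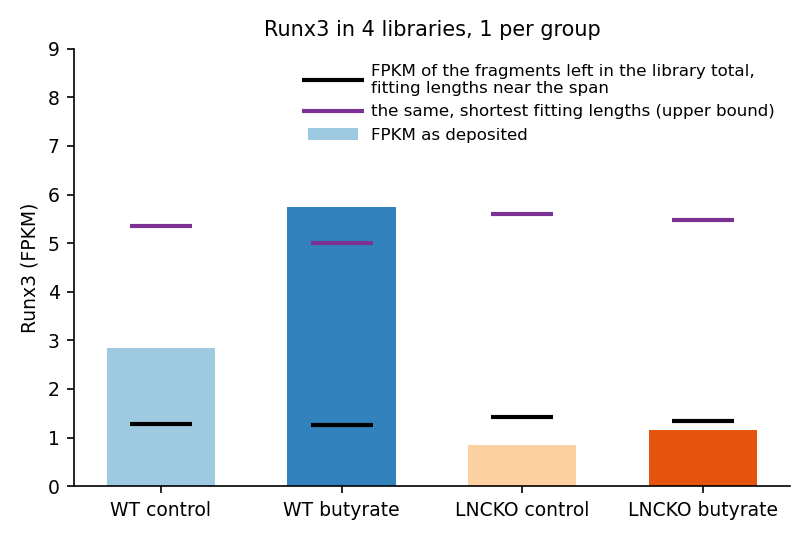
FPKM of Runx3 (vertical axis) in the 4 libraries, 1 per group. Bars give the deposited values, 2.85, 5.73, 0.849 and 1.16 from left to right, and lines give the FPKM of the fragments that the library total leaves after the other genes, with fitting lengths near the span in black (1.27, 1.27, 1.43 and 1.35) and with the shortest fitting lengths in purple (5.36, 4.999, 5.60 and 5.47), so that WT butyrate rises above both lines and WT control above the black line alone. The black lines depend on the limit of 0.5% for lengths near the span.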

Consistent with this notion, RNA sequencing revealed elevated RUNX3 expression in macrophages from wt mice, but not in those from lncLy6c-deficient mice following butyrate treatment (Figure 6B). These findings were corroborated by qRT-PCR and immunoblot analyses (Figure 6C). Previous studies have shown that butyrate-mediated lncLy6c can interact with various H3K4me3-associated proteins to enhance gene expression.^24^^,^^47^ Genome browser analysis further demonstrated H3K4me3 enrichment at the RUNX3 promoter region (Figure 6D). We therefore investigated whether lncLy6c influences H3K4me3 enrichment at the RUNX3 promoter to regulate its expression. Chromatin immunoprecipitation (ChIP)-PCR assays indeed showed that lncLy6c-deficient macrophages exhibited reduced H3K4me3 enrichment at the RUNX3 promoter (Figure 6D). Conversely, butyrate treatment increased H3K4me3 marks at this region (Figure 6D). Furthermore, knockdown of H3K4me3-related proteins - including WDR5 (WD repeat-containing protein 5), RBBP5 (retinoblastoma-binding protein 5), MLL (mixed lineage leukemia), DPY30, and ASH2L (absent-small-homeotic−2-like protein) – significantly affected RUNX3 expression (Figure 6E–I). These results suggest that butyrate-mediated lncLy6c upregulates RUNX3 expression through H3K4me3 modification. Given the established relationship between RUNX3 and the expression of Nr4a1 and ZFP36 in resident macrophages (Figures 4 and 5), we also examined these factors. Silencing of WDR5, ASH2L, MLL, RBBP5, or DPY30 similarly altered Nr4a1 and ZFP36 expression following butyrate exposure (Figure 6E–I). Collectively, these findings demonstrate that butyrate induces RUNX3 expression via lncLy6c-mediated H3K4me3 modification.

### **Butyrate promotes differentiation of gut resident macrophages through RUNX3**

We finally investigated the effects of butyrate on the differentiation of colon-resident macrophages. After administering sodium butyrate (NaB) to mice, we observed that butyrate effectively promoted the differentiation of colon-resident macrophages in *RUNX3*^*fl/fl*^ mice but had no such effect in *RUNX3*^*fl/fl-Lyz2-Cre*^ mice (Figure 7A).

Notably, healthy individuals typically exhibit higher levels of short-chain fatty acids (SCFAs) in their stool and serum compared to patients with inflammatory bowel diseases (IBD), such as ulcerative colitis (UC) and Crohn's disease (CD).^48^ Given that the SCFA butyrate can induce RUNX3 expression, these findings suggest that elevated SCFA levels in healthy individuals may also contribute to the expression of RUNX3, Nr4a1, and ZFP36 in gut-resident macrophages. Consistent with this, in vitro experiments confirmed that butyrate upregulates the expression of RUNX3, Nr4a1, and ZFP36 in human macrophages (Figure 7B and C). We further examined the expression of RUNX3, Nr4a1, and ZFP36 in colon-resident macrophages from healthy individuals. According to the findings of Garrido-Trigo et al.,^49^ macrophages in UC and CD patients could be classified into five subsets: M0, M2 (resident) macrophages, two transcriptionally distinct M1 populations (M1 ACOD1 and M1 CXCL5), and inflammation-dependent alternative (IDA) macrophages. However, healthy individuals exhibited only two subsets: M0 and resident (M2) macrophages.^49^ Notably, resident macrophages (M2) in healthy individuals displayed significantly higher expression levels of Nr4a1, ZFP36, and RUNX3 (Figure 7D–F). Intriguingly, in the colon tissues of IBD patients, RUNX3, Nr4a1, and ZFP36 were highly expressed not only in resident macrophages but also in inflammatory macrophages (Supplementary Figure S7), indicating that their expression in macrophages may also be influenced by the inflammatory microenvironment. Thus, there exists elevated expression of RUNX3, Nr4a1, and ZFP36 in colon-resident macrophages from healthy individuals.

## Discussion

Here, we demonstrate that gut microbiota-derived butyrate promotes intestinal homeostasis by enhancing the differentiation of Nr4a1^high^ZFP36^high^ macrophages through RUNX3 activation. Our findings reveal that Nr4A1 upregulation in gut-resident macrophages mediates the ERK1/2/MAPK pathway, which plays a crucial role in RUNX3-dependent macrophage differentiation and ZFP36 expression. The gut microbiota metabolite butyrate can induce RUNX3 expression in colonic resident macrophages via LncRNA lncLy6c-mediated H3K4me3 modification. Consistent with this mechanism, healthy individuals exhibit significantly higher fecal and serum butyrate levels compared to IBD patients.^48^ Correspondingly, colonic resident macrophages from healthy donors show elevated expression of RUNX3, Nr4a1, and ZFP36. In summary, our study establishes a butyrate-RUNX3-Nr4A1/ERK1/2 MAPK-ZFP36 axis that drives the differentiation of specialized resident macrophages to maintain intestinal homeostasis (Figure 8).

Our findings demonstrate that RUNX3 mediates the generation of Nr4a1^high^ZFP36^high^ resident macrophages, with ZFP36 playing a critical role in maintaining gut homeostasis. The importance of RUNX3 in intestinal health is well-established. RUNX3 deficiency has been linked to the development of IBD, including UC and CD.^50^ Genetic variants in the RUNX3 locus have been consistently associated with both CD and UC,^51^ and reduced RUNX3 expression has been shown to promote UC-associated tumorigenesis.^52^ Genome-wide association studies (GWAS) have further identified RUNX3 locus variants associated with celiac disease and UC,^51^ while additional GWAS data reveal associations between RUNX3 susceptibility loci and various inflammatory disorders, including CD (https://www.ebi.ac.uk/gwas/genes/RUNX3).^53^ ZFP36 can serve as a crucial regulator of inflammatory responses.^54^ This RNA-binding protein promotes the degradation of multiple cytokine and chemokine mRNAs.^44^ ZFP36 deficiency in knockout mice leads to accumulation of pro-inflammatory cytokines^55^ and results in severe systemic inflammatory syndrome,^56^ underscoring its essential role in inflammation control.

We also demonstrate that the RUNX3-mediated induction of Nr4a1^high^ZFP36^high^ resident macrophages is dependent on the ERK1/2 MAPK pathway. Previous studies have established that Nr4a1 is highly expressed in patrolling monocytes and is essential for their survival.^57^ Importantly, Nr4a1 plays a critical role in the differentiation of inflammatory monocytes into resident macrophages in the gut,^14^^,^^15^ with *Nr4a1*^−/−^ mice failing to develop adequate macrophage populations.^58^ The ERK1/2 pathway is known to be crucial for macrophage differentiation and function, regulating cytokine production at both transcriptional and post-transcriptional levels.^59^ Notably, inhibition of ERK phosphorylation has been shown to block M2 macrophage reprogramming.^60^ Furthermore, ERK1/2 phosphorylates downstream kinases such as MSKs, which also contribute to M2 macrophage differentiation.^61^ Interestingly, while the MAPK pathway has been implicated in inflammatory macrophage function,^62^^,^^63^ our findings suggest that distinct MAPK signaling cascades may underlie these differential effects.

The gut microbiota-derived metabolite butyrate has been shown to upregulate RUNX3 expression, thereby enhancing the differentiation of colon-resident macrophages. Accumulating evidence suggests that butyrate exerts immunomodulatory effects on macrophages through multiple mechanisms. Notably, butyrate can suppress LPS-induced production of proinflammatory mediators in macrophages.^64^ Furthermore, sodium butyrate (NaB) promotes macrophage polarization toward the M2 phenotype via acetylation-dependent pathways, including STAT1 and NF-κB subunit p65 acetylation.^65^ This M2-polarizing effect has therapeutic implications, as adoptive transfer of butyrate-induced M2 macrophages has been demonstrated to facilitate mucus layer restoration following dextran sulfate sodium (DSS)-induced colonic injury.^66^ Interestingly, contrasting reports indicate that butyrate may also function as a microbiota-derived danger signal, capable of regulating NLRP3 inflammasome activation through epigenetic modulation of inflammatory responses in human macrophages.^67^

**Figure 1.**
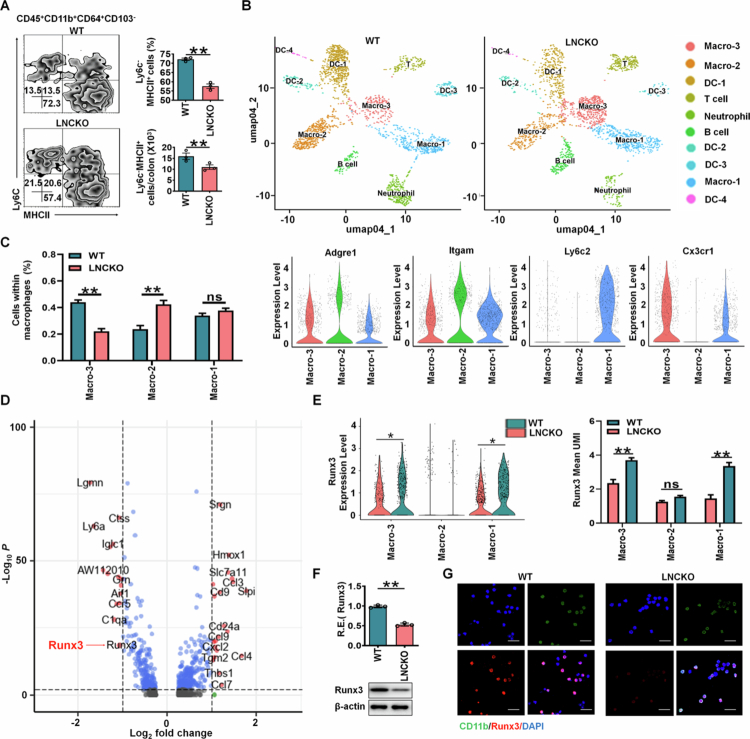
Gut resident macrophages induced by butyrate-mediated LncLy6c exhibit high RUNX3 expression. (A) Flow cytometry of CD45^+^CD11b^+^CD64^+^CD103^–^MHCII^+^Ly6C^–^ resident macrophages in the colon tissues of wt and *lncLy6c* KO (LNCKO) mice. (B) DESC clustering of CD11b^+^ cells in the colon tissues of control WT mice (*n* = 19895) and *lncLy6c* KO mice (LNCKO, *n* = 3245). Pooled sample from eight weeks-old male mice (*n* = 6). Macro, macrophages; DC, dendritic cells. (C) Proportions and characteristic markers of different macrophage subpopulations in total CD11b^+^ cells from the colon tissues of control WT and *lncLy6c* KO (LNCKO) mice. Macro-1,2 and 3, different macrophage subpopulations. (D) Volcano plot for visualizing different genes in colon macrophages of WT and *LncLy6c* KO (LNCKO) macrophages. Left, genes of high expression in the macrophages of control WT mice; Right, genes of high expression in the macrophages of *LncLy6c* KO (LNCKO) mice. (E) Violin plots and UMI showing expression levels of RUNX3 in the colon macrophage populations of WT and *lncLy6c* KO (LNCKO) macrophages. Macro-1,2 and 3, different macrophage subpopulations. (F) QRT-PCR (upon) and immunoblots (low) of RUNX3 in the colon resident macrophages in WT and *lncLy6c* KO (LNCKO) mice. R. E, relative expression. (G) Immunostaining of CD11b and RUNX3 in isolated colon resident macrophages of WT and *lncLy6c* KO (LNCKO) mice. Scale bar, 100 μM. ScRNA-seq data were obtained from 6 mice (C and E). The analyses in A and F are based on a sample size of *n* = 3 per group. Data are presented as the mean ± SD. Two side Student's t-test; *p < 0.05, **p < 0.01, ns, no significance; data were a representative of at least three experiments.

**Figure 2.**
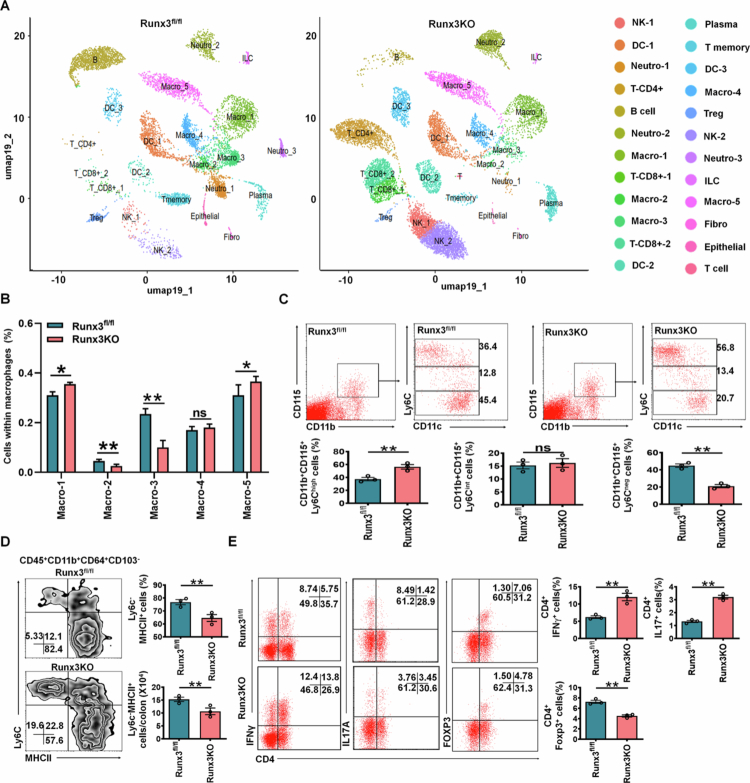
Gut resident macrophages decreased in the colon tissue of RUNX3^fl/fl-Lyz2-Cre^ mice. (A) DESC clustering of CD11b^+^ single cells in the colon tissues of *RUNX3*^*fl/fl-Lyz2-Cre*^ mice (RUNX3KO) and control RUNX3^fl/fl^ mice. Pooled sample from eight weeks-old male mice (*n* = 6). Macro, macrophages; DC, dendritic cells; Neutro, neutrophils. (B) Proportions of the populations of different macrophages in total CD11b^+^ cells from the colon tissues of *RUNX3*^*fl/fl-Lyz2-Cre*^ mice (RUNXKO) and control RUNX3^fl/fl^ mice. Macro-1,2,3,4 and 5, different macrophage subpopulations. (C) Flow cytometry of CD11b^+^CD115^+^Ly6C^high^, CD11b^+^CD115^+^Ly6C^int^, CD11b^+^CD115^+^Ly6C^neg^ cells in the bone marrow cells (BMCs) of *RUNX3*^*fl/fl-Lyz2-Cre*^ (RUNX3KO) and control RUNX3^fl/fl^ mice. (D) Flow cytometry of CD45^+^CD11b^+^CD64^+^CD103 ^–^MHCII^+^Ly6C^–^ resident macrophages in the colon tissues of *RUNX3*^*fl/fl-Lyz2-Cre*^ mice (RUNX3KO) and control RUNX3^fl/fl^ mice. (E) Flow cytometry of CD4^+^IFNγ^+^, CD4^+^IL-17A^+^and CD4^+^Foxp3^+^ T cells in the colon tissues of *RUNX3*^*fl/fl-Lyz2-Cre*^ (RUNX3KO) and control RUNX3^fl/fl^ mice. ScRNA-seq data were obtained from 6 mice (B). The analyses in C, D, and E are based on a sample size of *n* = 3 per group. Data are presented as mean ± SD. Two side Student's t-test; *p < 0.05, **p < 0.01; Ns, no significance. Data were a representative of at least three experiments.

**Figure 3.**
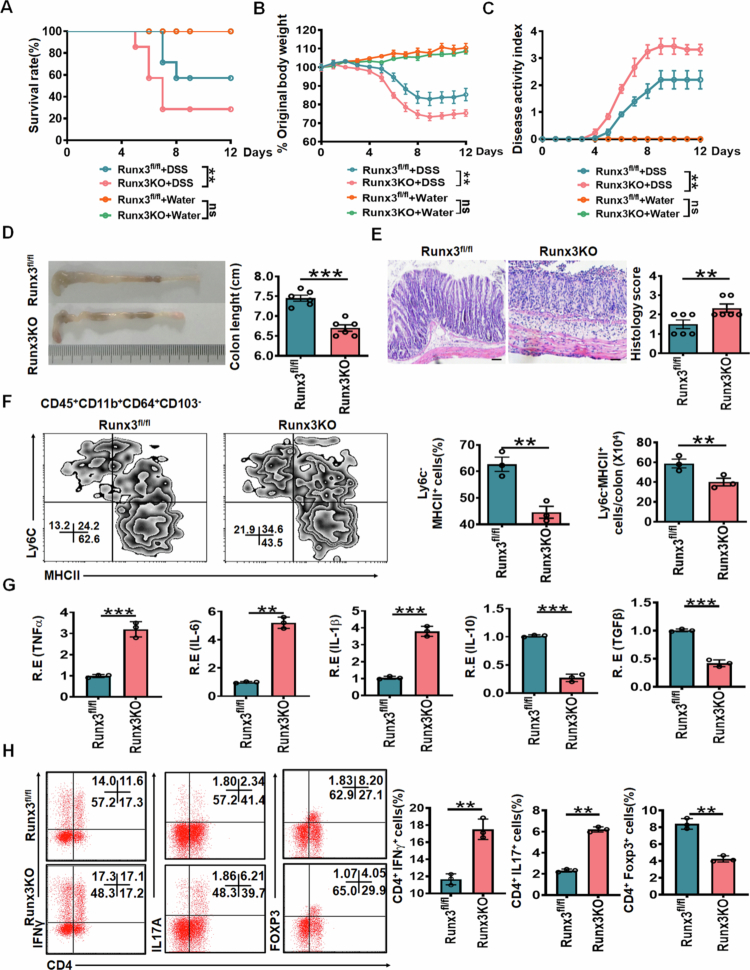
*RUNX3*^*fl/fl-Lyz2-Cre*^ mice are high sensitive to DSS-induced colitis. (A) Survival rate of *RUNX3*^*fl/fl-Lyz2-Cre*^ mice (RUNX3KO) and control RUNX3^fl/fl^ mice after DSS. (B) Body weight of *RUNX3*^*fl/fl-Lyz2-Cre*^ mice (RUNX3KO) and control RUNX3^fl/fl^ mice after DSS (*n* = 12). (C) Disease activity index of *RUNX3*^*fl/fl-Lyz2-Cre*^ mice (RUNX3KO) and control RUNX3^fl/fl^ mice after DSS. (D) Length of colon in *RUNX3*^*fl/fl-Lyz2-Cre*^ mice (RUNX3KO) and control RUNX3^fl/fl^ mice after DSS. (E) H&E staining and histology score of colon tissue of *RUNX3*^*fl/fl-Lyz2-Cre*^ mice (RUNX3KO) and control RUNX3^fl/fl^ mice after DSS. Scale bar, 40 μm. (F) Flow cytometry of CD45^+^CD11b^+^CD64^+^CD103^–^MHCII^+^Ly6C^–^ resident macrophages in the colon tissues of *RUNX3*^*fl/fl-Lyz2-Cre*^ mice (RUNX3KO) and control RUNX3^fl/fl^ mice after DSS. (G) qRT-PCR of TNFα, IL-6, IL-1β, IL-10 and TGFβ in the colon tissues of *RUNX3*^*fl/fl-Lyz2-Cre*^ mice (RUNX3KO) and control RUNX3^fl/fl^ mice after DSS.(H) Flow cytometry of CD4^+^IFN-γ^+^, CD4^+^IL17A^+^, CD4^+^Foxp3^+^ cells in the colon tissues of *RUNX3*^*fl/fl-Lyz2-Cre*^ mice (RUNX3KO) and control RUNX3^fl/fl^ mice after DSS. The analyses in A–C are based on a sample size of *n* = 12 per group, in D and E based on a sample size of *n* = 6 per group, and in F-H based on a sample size of *n* = 3 per group. Data are presented as mean ± SEM. Wilcoxon's test in A; One-way ANOVA test in B and C; Two side Student's t-test in other panels; *p < 0.05, **p < 0.01, ***p < 0.001.

**Figure 4.**
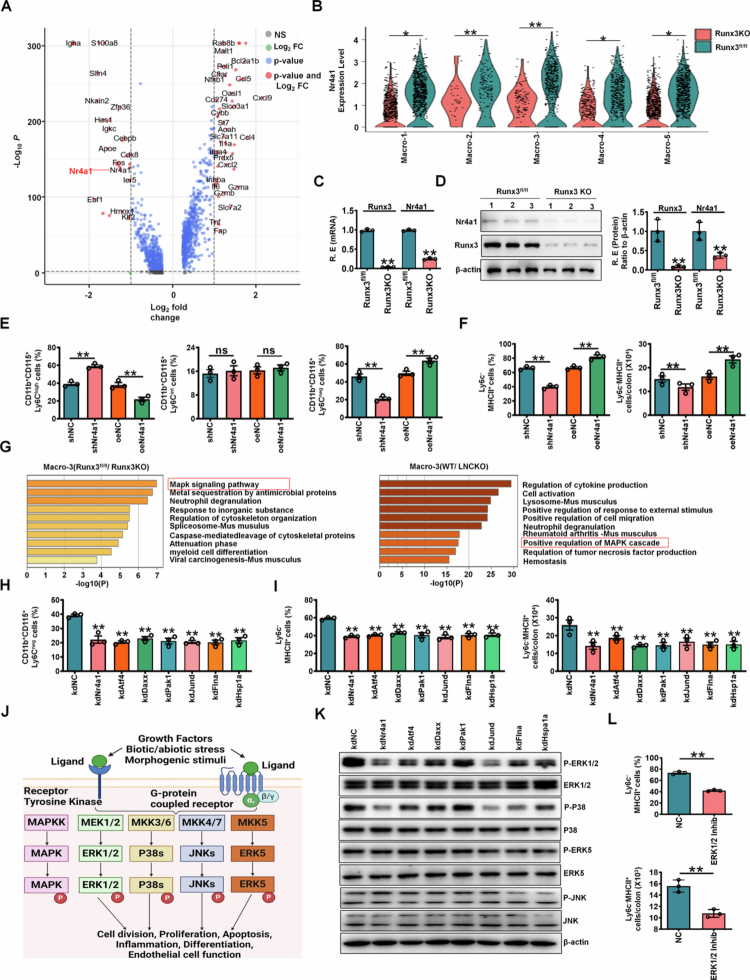
RUNX3-mediated macrophages rely on Nr4A1-mediated ERK1/2/MAPK pathway. (A) Volcano plot for visualizing genes of NR4A1 in the colon macrophages of *RUNX3*^*fl/fl-Lyz2-Cre*^ (RUNX3KO) and control RUNX3^fl/fl^ mice. Left, genes of high expression in the macrophages of control RUNX3^fl/fl^ mice; Right, genes of high expression in the macrophages of *RUNX3*^*fl/fl-Lyz2-Cre*^ mice. (B) Violin plots showing different expression levels of NR4A1 in the colon macrophages across different clusters. Macro-1, 2, 3, 4 and 5, different macrophage subpopulations. (C and D) QRT-PCR (left) and Western blot (right) of RUNX3 and NR4A1 in the colon resident macrophages of *RUNX3*^*fl/fl-Lyz2-Cre*^ (RUNX3KO) and control RUNX3^fl/fl^ mice. The macrophages were isolated from the colon tissue of mice. R. E, relative expression. (E) Flow cytometry of CD11b^+^CD115^+^Ly6C^high^, CD11b^+^CD115^+^Ly6C^int^, and CD11b^+^CD115^+^Ly6C^neg^ cells in the BMCs of Nr4a1 shRNA (shNr4a1) or Nr4A1 (oeNr4a1) lentivirus infected macrophages transplantation mice. shNC, control shRNA lentiviruses; oeNC, control lentiviruses. (F) Flow cytometry of CD45.1^+^CD11b^+^CD64^+^CD103^–^MHCII^+^Ly6C^–^ resident macrophages in colon tissues of Nr4a1 shRNA (shNr4a1) or Nr4a1 (oeNr4a1) lentiviruses infected macrophages transplantation model. shNC, control shRNA lentiviruses; oeNC, control lentiviruses. (G) KEGG and GSEA analyses of the colon resident macrophage from *RUNX3*^*fl/fl-Lyz2-Cre*^ (RUNX3KO) and control RUNX3^fl/fl^ mice (left), or from WT and *lncLy6c* KO (LNCKO) mice (right). (H) Flow cytometry of CD11b^+^CD115^+^Ly6C^high^, CD11b^+^CD115^+^Ly6C^int^, CD11b^+^CD115^+^Ly6C^neg^ cells in the BMCs of different shRNA infected macrophage transplantation mice. KdNC, control shRNA lentiviruses; Kd, knockdown. (I) Flow cytometry of CD45.1^+^CD11b^+^CD64^+^CD103 ^–^ MHCII^+^Ly6C^–^ resident macrophages in colon tissues of different shRNA lentiviruses infected macrophage transplantation model. KdNC, control shRNA lentiviruses; Kd, knockdown. (J) A schematic illustration showing different cascades in MAPK pathways. (K) Western blot of P (phosphorylated)-ERK1/2, ERK1/2, P-p38, P38, P-ERK5, ERK5, P-JNK and JNK in different shRNA infected mouse macrophages from bone marrow cells. Kd, knockdown. (L) Flow cytometry of CD45.1^+^CD11b^+^CD64^+^CD103 ^–^MHCII^+^Ly6C^–^ resident macrophages in colon tissues of ERK1/2 inhibitor treated mice. In E–F, shNC (Macrophages infected with control shRNA) lentiviruses), shNr4a1 (#acrophages infected with shNr4a1 lentiviruses), oeNC (macrophages infected with control lentiviruses) and oeNr4a1 (macrophages infected with Nr4a1 lentiviruses) were transplanted into WT mice. In H and I, macrophages infected with different shRNA (kdNr4a1, kdAtf4, kdDaxx, kdPak1, kdJund, kdFlna and kdHSP1a) lentiviruses were transplanted into WT mice. ScRNA-seq data were obtained from 6 mice (B). The analyses in C–F, H, I and L are based on a sample size of *n* = 3 per group. Data are presented as the mean ± SD. Two side Student's t-test; *p < 0.05, **p < 0.01; Ns, no significance. Data were a representative of at least three experiments.

**Figure 5.**
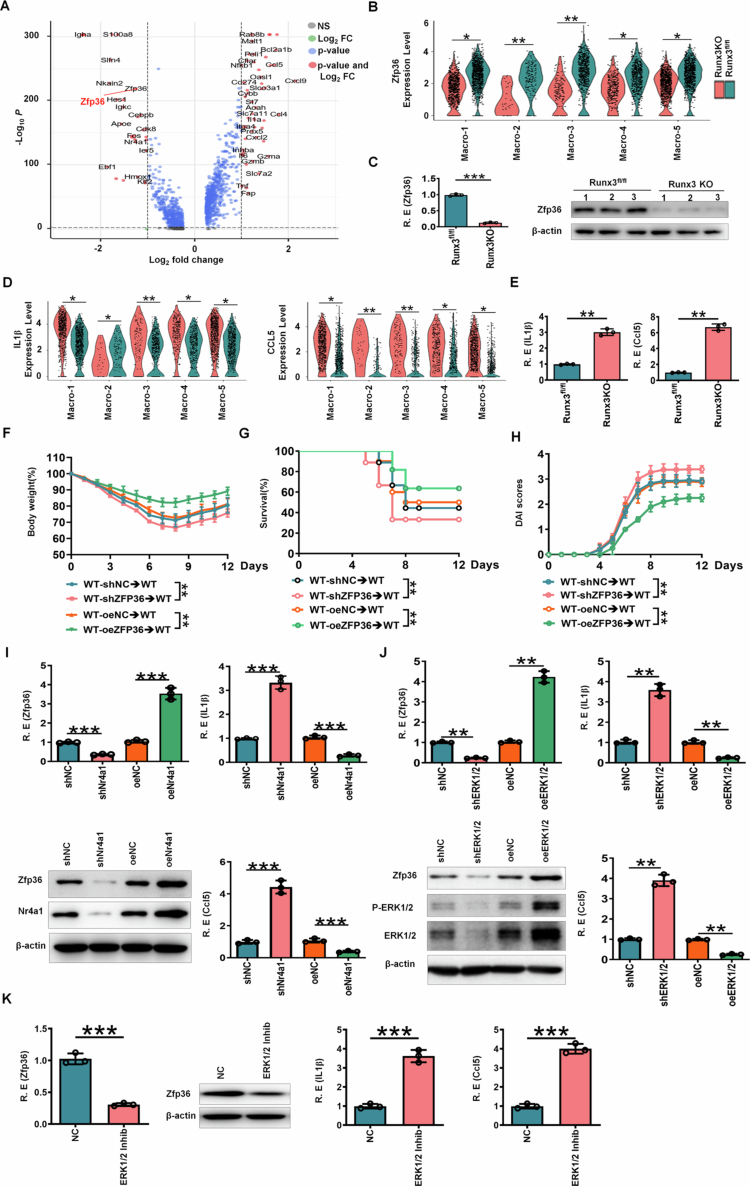
RUNX3 promotes expression of ZFP36 through Nr4A1/ERK1/2/MAPK pathway. (A) Volcano plot for visualizing genes of ZFP36 in the colon resident macrophages of *RUNX3*^*fl/fl-Lyz2-Cre*^ mice (RUNX3KO) and control RUNX3^fl/fl^ mice. Left, genes of high expression in the macrophages of control mice; Right, genes of high expression in the macrophages of *RUNX3*^*fl/fl-Lyz2-Cre*^ mice. (B) Violin plots of ZFP36 in different macrophage populations of *RUNX3*^*fl/fl-Lyz2-Cre*^ (RUNX3KO) and control RUNX3^fl/fl^ mice. Macro-1, 2, 3, 4 and 5, different macrophage subpopulations. (C) QRT-PCR (left) and Western blot (right) of ZFP36 in the colon resident macrophages of *RUNX3*^*fl/fl-Lyz2-Cre*^ (RUNX3KO) and control RUNX3^fl/fl^ mice. The macrophages were isolated from the colon tissues of mice. R. E, relative expression. (D) Violin plots of IL-1β and CCL5 in different macrophage populations of *RUNX3*^*fl/fl-Lyz2-Cre*^ (RUNX3KO) and control RUNX3^fl/fl^ mice. Macro-1, 2, 3, 4 and 5, different macrophage subpopulations. (E) QRT-PCR of IL-1β and CCL5 in the colon resident macrophages of *RUNX3*^*fl/fl-Lyz2-Cre*^ mice (RUNX3KO) and control RUNX3^fl/fl^ mice. R. E, relative expression. (F) Weight changes in macrophages transplanted mice after DSS. (G) Mortality rate in macrophages transplanted mice after DSS. (H) Disease activity index (DAI) in macrophages transplanted mice after DSS. (I) QRT-PCR of ZFP36, IL-1β and CCL5, and immunoblotting of ZFP36 and Nr4A1 in shRNA Nr4a1 infected resident macrophages or Nr4a1 lentiviruses infected resident macrophages. shNC, shRNA negative control; shNr4a1, Nr4a1 shRNA; oeNC, Nr4a1 control; oeNr4a1, exogenous Nr4a1. (J) QRT-PCR of ERK1/2, ZFP36, IL-1β and CCL5, and immunoblotting of ZFP36 in ERK1/2 silencing (shRNA) or overexpressing (oe) lentiviruses infected resident macrophages. shNC, shRNA control; shERK1/2, ERK1/2 shRNA; oeNC, ERK1/2 control; oeERK1/2, exogenous ERK1/2. (K) QRT-PCR of ZFP36, IL-1β and CCL5, and immunoblotting of ZFP36 in ERK1/2 inhibitor (Inhib) treated colon resident macrophages (100 mM, MCE, USA). NC, negative control. In F–H, WT-shNC→WT (WT mice derived macrophages infected with control shRNA (shNC) lentiviruses), WT-shZFP36→WT (WT mice derived macrophages infected with shZFP36 lentiviruses), WT-oeNC→WT (WT mice derived macrophages infected with control lentiviruses (oeNC)) and WT-oeZFP36→WT (WT mice derived macrophages infected with ZFP36 lentiviruses (oeZFP36)) were transplanted into WT mice. ScRNA-seq data were obtained from 6 mice (B and D); The analyses in C, E, I–K are based on a sample size of *n* = 3 per group; The analyses in F, G and H are based on a sample size of *n* = 12 per group; data are presented as the mean ± SD. Wilcoxon's test in G; One-way ANOVA test in F and H; Two side Student's t-test in other panels; *p < 0.05, **p < 0.01, ***p < 0.001. Data were a representative of at least three experiments.

**Figure 6.**
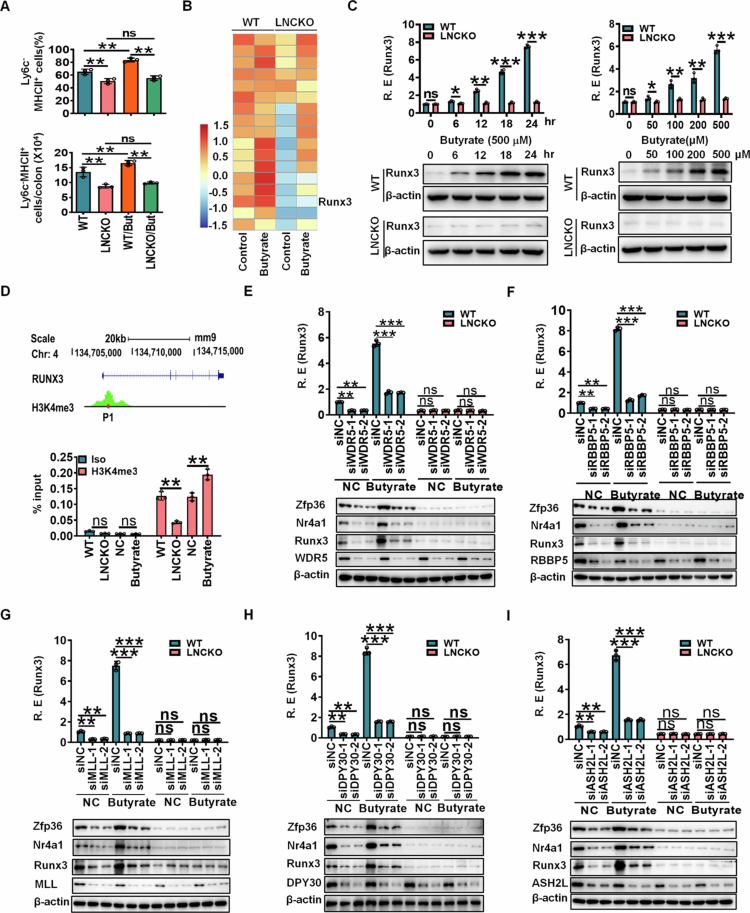
Butyrate promotes RUNX3 expression through lncLy6c mediated H3K4me3 modification. (A) Flow cytometry of CD45^+^CD11b^+^CD64^+^CD103^–^MHCII^+^Ly6C^–^ resident macrophages in colon tissues of *lncLy6c* KO (LNCKO) and control wt mice with (WT/But and LNCKO/But) or without (WT and LNCKO) butyrate. (B) RNA-Seq of *lncLy6c* KO (LNCKO) and control wt macrophages upon exposure to butyrate for 24 h. Macrophages were generated from bone marrow cells. (C) QRT-PCR (above) and western blot (below) of RUNX3 in *lncLy6c* KO (LNCKO) and control WT macrophages upon exposure to butyrate at different times and different concentration. Macrophages were generated from bone marrow cells. WT, the macrophages from WT mice; LNCKO, the macrophages from *lncLy6c* KO mice. (D) A schematic illustration (above) showing enrichment of H3K4me3 on the promoter region of RUNX3, and ChIP-PCR (below) of H3K4me3 marks on the promoter region of RUNX3. % input was compared. WT, only WT macrophages; LNCKO, only *lncLy6c* KO macrophages; NC, WT macrophages + control; Butyrate, WT macrophages + butyrate. (E–I) QRT-PCR (Above) of RUNX3 and Western blot (lower) of RUNX3, ZFP36, NR4A1 in the BMDMs from *lncLy6c* KO (LNCKO) and control WT mice after silencing WDR5 (siWDR5, E), RBBP5 (siRBBP5, F), MLL (siMLL, G), DPY30 (siDPY30, H) and ASH2L (siASH2L, I) upon exposure to butyrate. Si-NC, siRNA control; NC, butyrate control. The analyses in A, C–I are based on a sample size of *n* = 3 per group. Data are presented as the mean ± SD. Two side Student's t-test; *p < 0.05, **p < 0.01, ***p < 0.001.

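Among the 6809 genes with a mean FPKM of at least 1 over the 4 libraries, 18 were at least 2-fold higher and 5 at least 2-fold lower with butyrate in WT macrophages on the log2(FPKM + 1) scale. In LNCKO macrophages 7 genes were higher and 5 lower. Runx3 ranked 29 from the highest change in WT and 148 from the highest in LNCKO, and on this scale it was not among the genes past 2-fold in either. Without a pseudocount its change in WT was past 2-fold, at 1.01 on the log2 scale. The counts depended on the scaling. With the FPKM rescaled to 1000000 per library, which enlarges the values against the pseudocount, 91 genes were higher and 64 lower in WT, and 57 were higher and 38 lower in LNCKO. The genes lower in WT were Ptprcap, Rag1, Tomm6, Marco and ENSMUSG00000030680, and those lower in LNCKO were Ptprcap, ENSMUSG00000030680, H2ac18, Raver1 and Snx22, names that were listed after their values were seen. Of these, 2 genes were lower in both genotypes, and 0 genes were higher in both. Across genes, the changes in WT and LNCKO had a Pearson r of 0.15 and a Spearman rho of 0.12. With a pseudocount of 0.1, the alternative that moved it most, r was 0.060. Genes are not independent replicates, and no p was computed. The SD of the changes across genes was 0.186 in WT and 0.118 in LNCKO. Among genes with a mean FPKM of at least 5, the largest rises in WT were those of Selenom with a log2 change of 1.69, Asprv1 with 1.61, Lyz1 with 1.498, Ccl5 with 1.31 and Ccl12 with 1.25. The largest falls in WT were those of Ptprcap with -1.73, Rag1 with -1.70, Tomm6 with -1.32, Lrch4 with -0.86 and Mcpt8 with -0.79. The change in WT exceeded that in LNCKO most for Lyz1, by 2.21, Selenom, by 1.73, Lyz2, by 1.43, Asprv1, by 1.26, and Ccl5, by 1.19. It lay furthest below that in LNCKO for Tomm6 with a difference of -1.58, Rag1 with -1.57, Hba-a2 with -1.37, Hba-a1 with -1.34 and Hbb-b1 with -0.94. Lyz1 and Lyz2 are near-identical copies. Hba-a1 and Hba-a2 are close copies of each other, as are Hbb-b1 and Hbb-bt. The authors' counting could have split reads between such copies. For Lyz2 this is argued against as the cause, since the sum of Lyz1 and Lyz2 fragments changed by 0.56 in WT and -0.89 in LNCKO. The sum does not decide it for Lyz1. Splitting among the hemoglobin genes is argued against as well, since Hba-a1, Hba-a2, Hbb-b1 and Hbb-bt all rose with butyrate in LNCKO, by 1.21 to 1.47. Rag1 overlaps the exons of another gene on its strand.

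**Figure D2:**
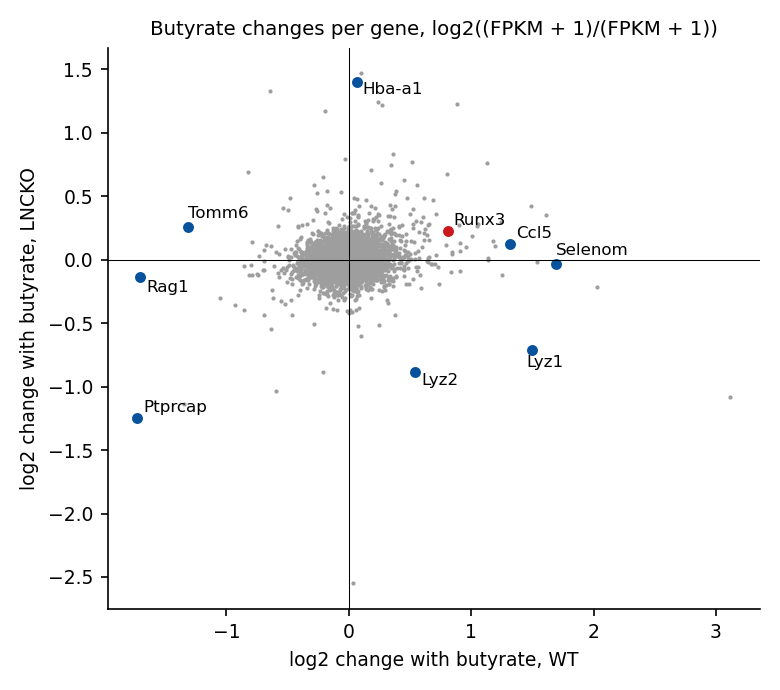
Log2 change with butyrate in WT macrophages (horizontal axis) against the change in LNCKO macrophages (vertical axis) for the 6809 genes with a mean FPKM of at least 1, 1 library per group. Each point is a gene, with Runx3 in red at 0.81 and 0.22 and other genes named in the text in blue, and the Pearson r across genes is 0.15.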

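Gene lists of macrophages and of other bone marrow cells were read in the same libraries. The median FPKM over the 10 macrophage identity genes was 61.6, and all 10 had a mean FPKM over 1. Their median log2 change with butyrate was 0.15 in WT, at percentile 99.0 among 10000 random lists matched on mean FPKM, and 0.04 in LNCKO, at percentile 82.9. Between LNCKO and WT controls it was -0.07, at percentile 1.5. The neutrophil and granulocyte precursor list had a median FPKM of 99.3, with all 10 genes over 1, and medians of 0.24 with butyrate in WT (percentile 99.8), -0.04 in LNCKO (percentile 3.52) and -0.18 between controls (percentile 0). For the B cell list the medians were -0.24 with butyrate in WT (percentile 0.04, 0 of 7 genes higher), 0.00 in LNCKO (percentile 51.6) and 0.02 between controls (percentile 65.6). The T and NK cell list, with 6 of 12 genes over 1, had medians of -0.04 (percentile 21.8), -0.00 (percentile 70.1) and 0.14 (percentile 100, 12 of 12 genes higher in LNCKO) in the same order. The dendritic cell list, with 3 of 9 genes over 1, had -0.10 (percentile 0.94), -0.02 (percentile 34.5) and -0.05 (percentile 1.5). Mast cell and basophil genes, 4 of 7 over 1, had -0.06 (percentile 15.9), -0.06 (percentile 3.72) and 0.27 (percentile 100). Erythroid genes, 3 of 6 over 1, had 0.04 (percentile 93.9), 0.62 (percentile 100) and 0.77 (percentile 100). Stromal genes, 3 of 7 over 1, had -0.08 (percentile 14.9), 0.42 (percentile 100, 7 of 7 genes higher) and -0.80 (percentile 0, 7 of 7 genes lower in LNCKO). These percentiles describe the 4 libraries and are not tests of the conditions.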

**Figure 7.**
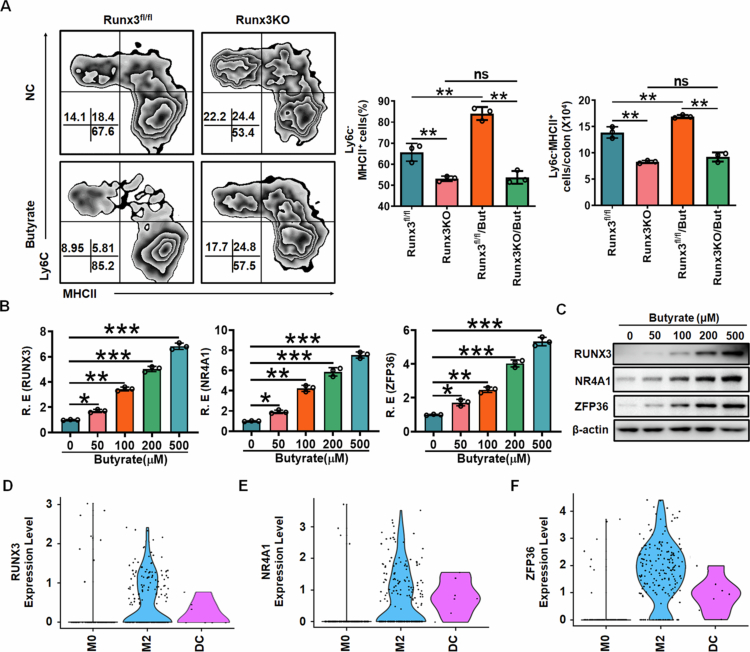
Butyrate promotes differentiation of gut resident macrophages through RUNX3. Flow cytometry of CD45^+^CD11b^+^CD64^+^CD103 ^–^MHCII^+^Ly6C^–^ resident macrophages in the colon tissues of *RUNX3*^*fl/fl-Lyz2-Cre*^ mice (RUNX3KO) and RUNX3^fl/fl^ mice with or without butyrate treatment (*n* = 3). (B) QRT-PCR of RUNX3, NR4A1 and ZFP36 in human monocytes derived macrophages after exposure to different concentrations of butyrate. (C) Immunoblots of RUNX3, NR4A1 and ZFP36 in human monocytes derived macrophages after exposure to different concentrations of butyrate. (D–F) Violin plots of RUNX3, NR4A1 and ZFP36 in different macrophage populations of healthy individuals. M0, macrophage 0; M2, macrophage 2 (resident macrophage); DC, dendritic cells. The analyses in A and B are based on a sample size of *n* = 3 per group. Data are presented as the mean ± SD. Two side Student's t-test; *p < 0.05, **p < 0.01, ***p < 0.001. Data were a representative of at least three experiments.

**Figure 8.**
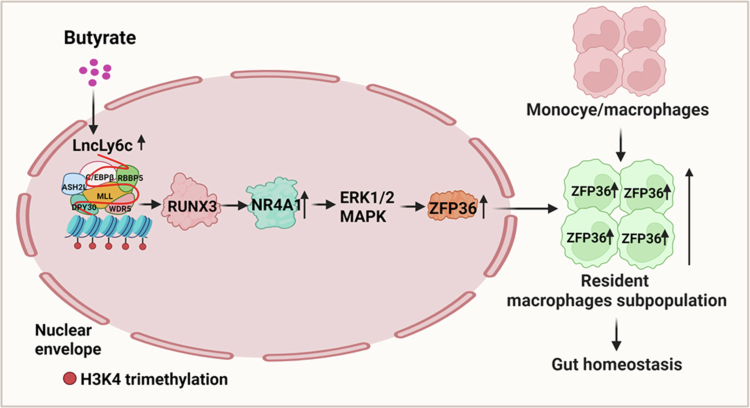
Graphical abstract. RUNX3 can induce Nr4a1^high^ZFP36^high^ resident macrophages to maintain gut homeostasis. Nr4a1/ERK1/2/MAPK pathway is involved in the differentiation of RUNX3 mediated gut resident macrophages and ZFP36 expression. RUNX3 expression in the colon resident macrophages can be induced by butyrate via *lncLy6c*. Thus, butyrate-mediated RUNX3 promotes differentiation of Nr4a1^high^ZFP36^high^ resident macrophages via NR4A1/ERK1/2 MAPK to maintain gut homeostasis.

## Supplementary Material

Supplementary material

## Data Availability

GEO accession number: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE287023; Single cell mRNA sequencing: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE287970, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE288190; The data that support the findings of this study are available on reasonablerequest from the corresponding author.

# Supplementary material for: Gut microbiota butyrate mediated RUNX3 promotes Nr4a1highZFP36high resident macrophages via NR4A1/ERK1/2 MAPK to maintain gut homeostasis
**Source:** Gut Microbes. 2025 Oct 17;17(1):2569741. doi: 10.1080/19490976.2025.2569741
**Supplement:** Supplementary material

**Gut microbiota butyrate mediated RUNX3 promotes Nr4a1^high^ZFP36^high^ resident macrophages via NR4A1/ERK1/2 MAPK to maintain gut homeostasis**

Yunhuan Gao^1*^, Yi Shi^2*^, Ningning Zhu^1^, Yang Hao^1^, Juanjuan Wang^1^, Yuan Zhang^1^, and Rongcun Yang^1,3,4^

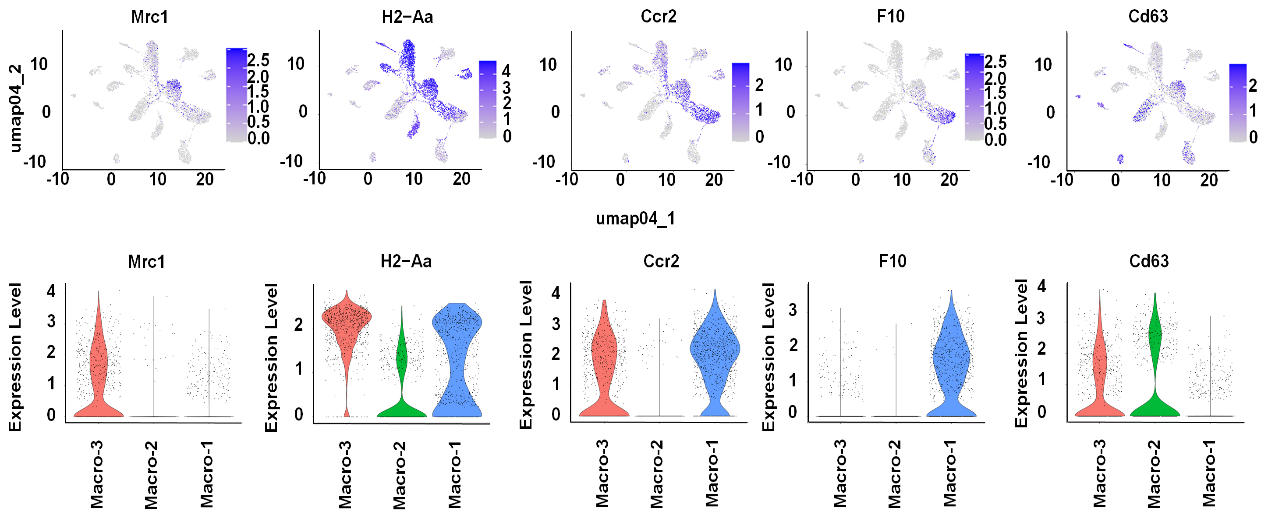

**Figure S1. Feature plots and violin plots in different macrophage subpopulations.** Feature plots and violin plots showing different expression levels of the genes in the different macrophage populations. Macro-1, 2, and 3, macrophages 1, 2 and 3 subpopulations.

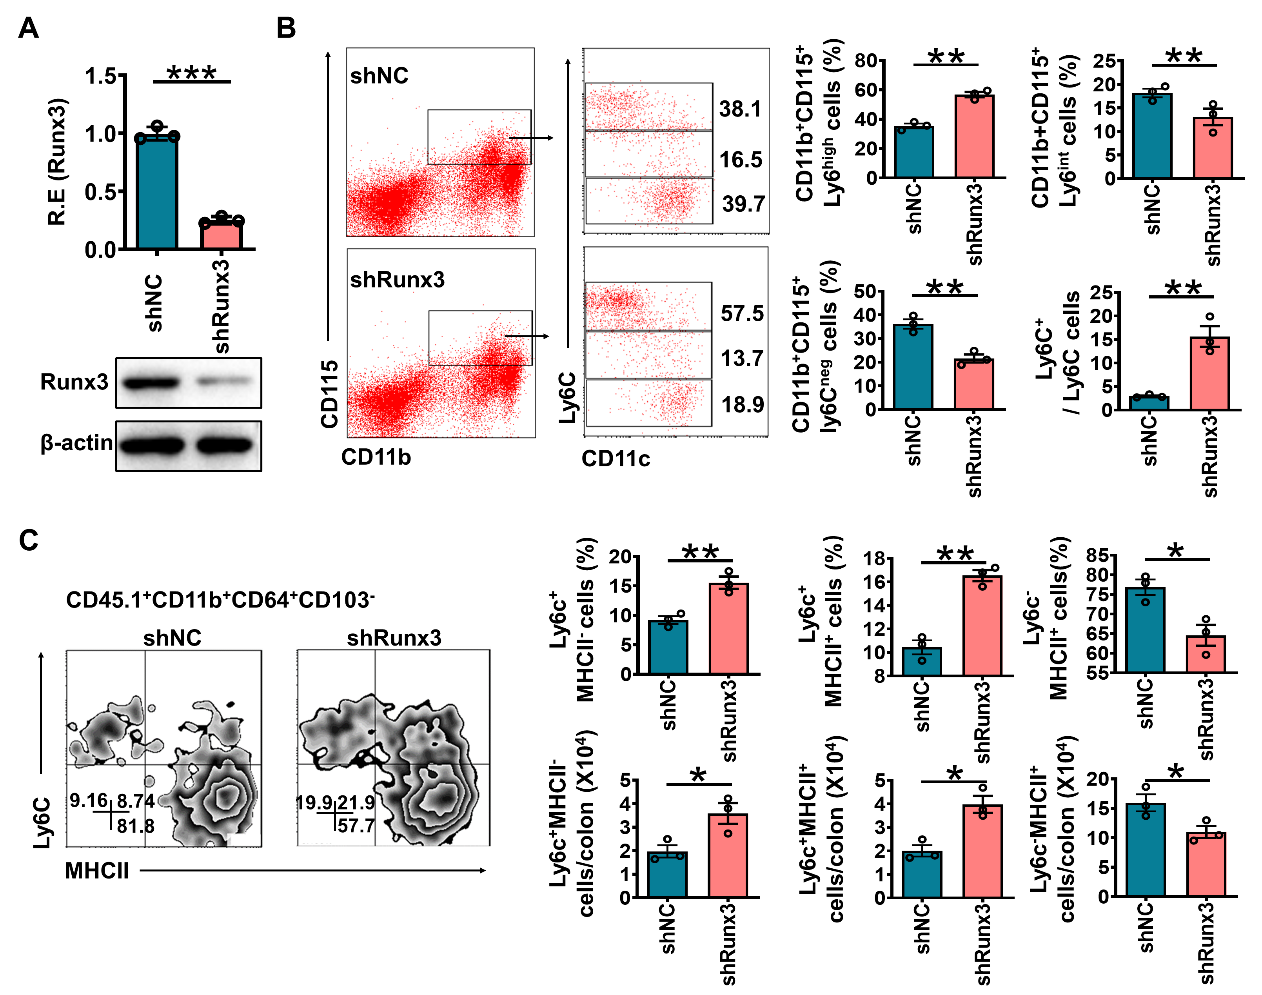

**Figure S2. Effects of silencing RUNX3 on the differentiation of Ly6C macrophages.** **A** qRT-PCR (upper) and immunoblot (lower) of *Runx3* in Runx3 shRNA lentiviruses (shRunx3) infected macrophages. R.E, relative expression. **B** Flow cytometry of CD11b^+^CD115^+^Ly6C^high^, CD11b^+^CD115^+^Ly6C^int^, CD11b^+^CD115^+^Ly6C^neg^ cells in peripheral blood of Runx3 shRNA lentiviruses (shRunx3) infected macrophages transplant model. shNC, control shRNA lentiviruses. % of Ly6C^high^, Ly6C^int^, and Ly6C^neg^ macrophages were compared (n=3). **B** Flow cytometry of CD45.1^+^CD11b^+^CD64^+^CD103^-^MHCǁ^+^Ly6C^+^ cell in colon tissues of Runx3 shRNA lentiviruses (shRunx3) infected macrophages transplant model. (n =3). shNC, control shRNA lentiviruses.

The analyses are based on a sample size of n=3 per group. Two side Student's t-test; **p<0.05,* ***p<0.01, ***p<0.001.* Data were a representative of at least three experiments.

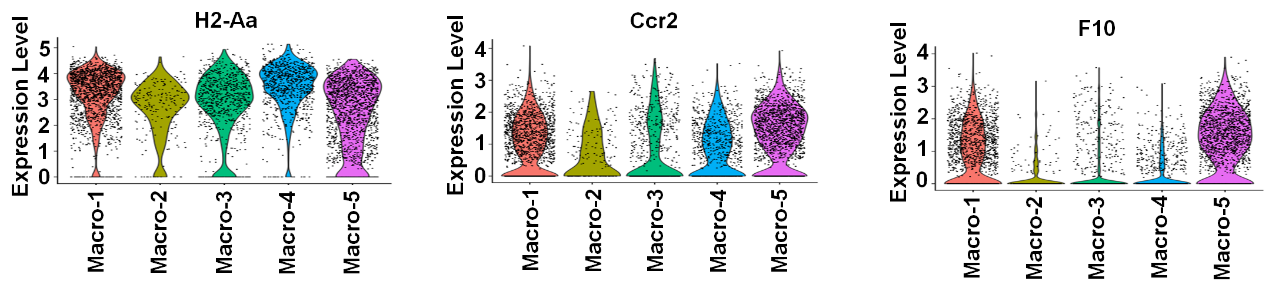

**Figure S3. Violin plots showing different expression levels of the genes in different macrophage subpopulations.** Macro-1- 5, 1-5 macrophage subpopulations.

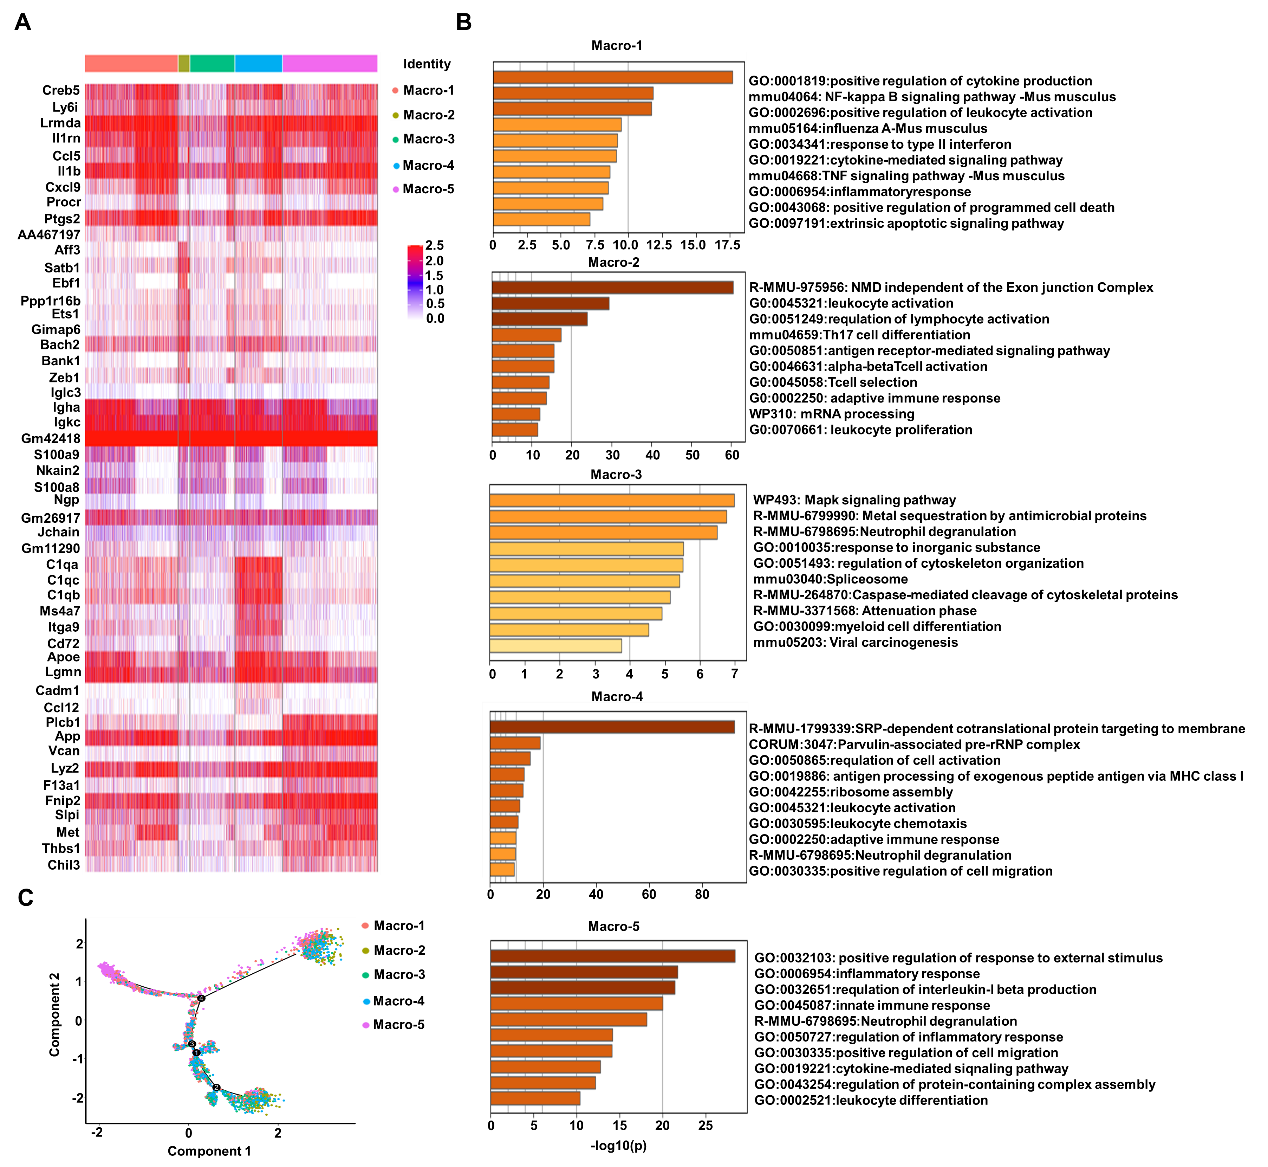

**Figure S4. Analyses of populations and subpopulations of macrophages from colon tissues. A** Heatmap of gene expression in different macrophage populations; **B** KEGG and GO analyses of different macrophage populations. **C** Monocle 2 trajectory analysis of different macrophage populations during their development.

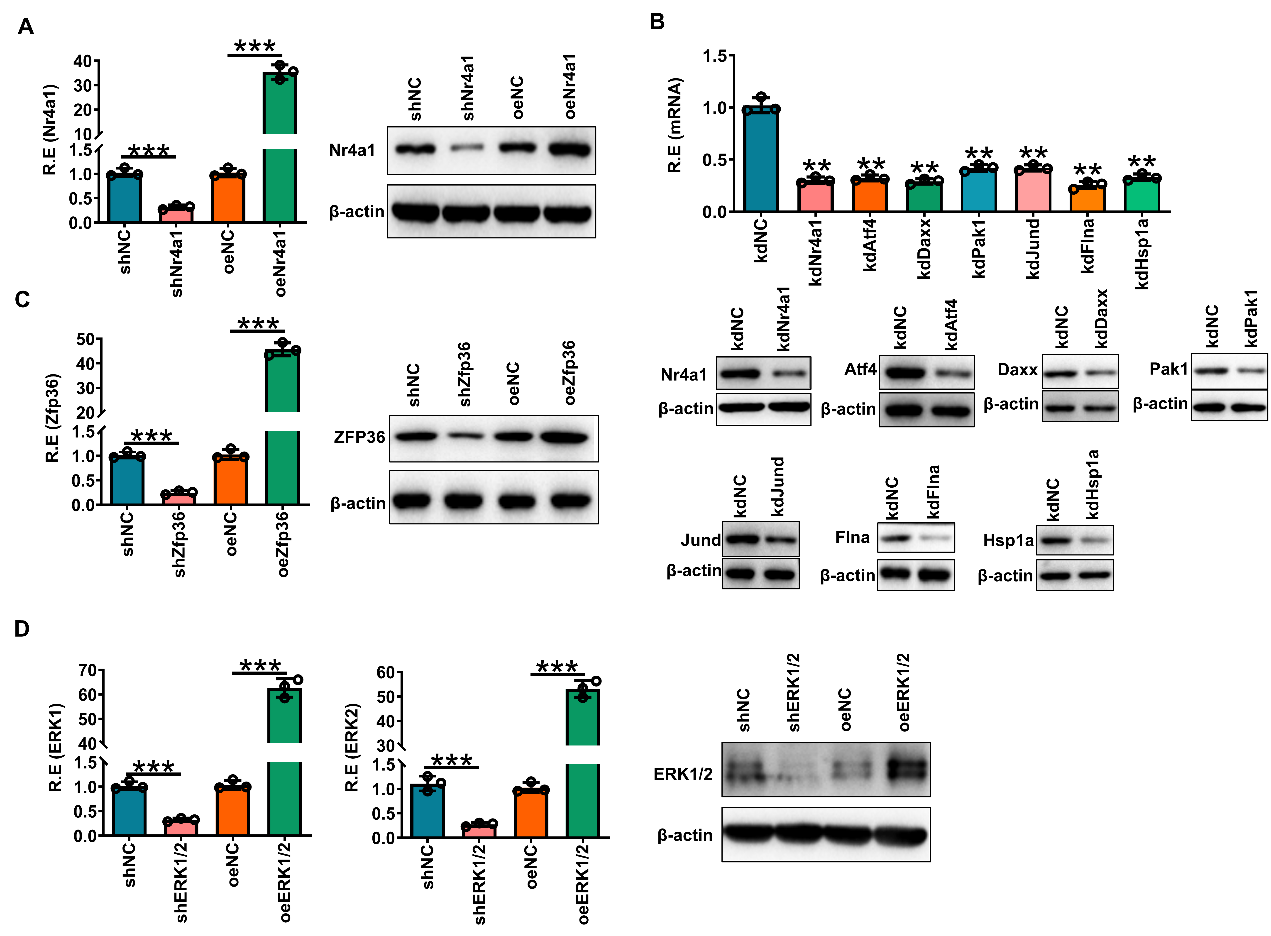

**Figure S5. The expression of genes in silencing and overexpressing lentivirus transfected macrophages.**

**A** qRT-PCR (right) and immunoblot (left) of Nr4a1 in Nr4a1 silencing (shNr4a1) or Nr4a1 overexpression (oeNr4a1) lentivirus transfected macrophages; **B** qRT-PCR (upper) and immunoblot (lower) of Nr4a1, Atf4, Daxx, Pak1, Jund, Flna and Hsp1a in different shRNA lentivirus transfected macrophages. KdNC, control shRNA lentiviruses; Kd, knockdown; **C** qRT-PCR (right) and immunoblot (left) of ZFP36 in ZFP36 silencing (shZFP36) or ZFP36 overexpression (oeZFP36) lentivirus transfected macrophages; **D** qRT-PCR (right) and immunoblot (left) of ERK1/2 in ERK1/2 silencing (shERK1/2) or ERK1/2 overexpression (oeERK1/2) lentivirus transfected macrophages. shNC, control shRNA lentiviruses; oeNC, control lentiviruses. The analyses are based on a sample size of n=3 per group. R.E, relative expression. Two side Student's t-test; *p<0.05, **p<0.01, ***p<0.001.

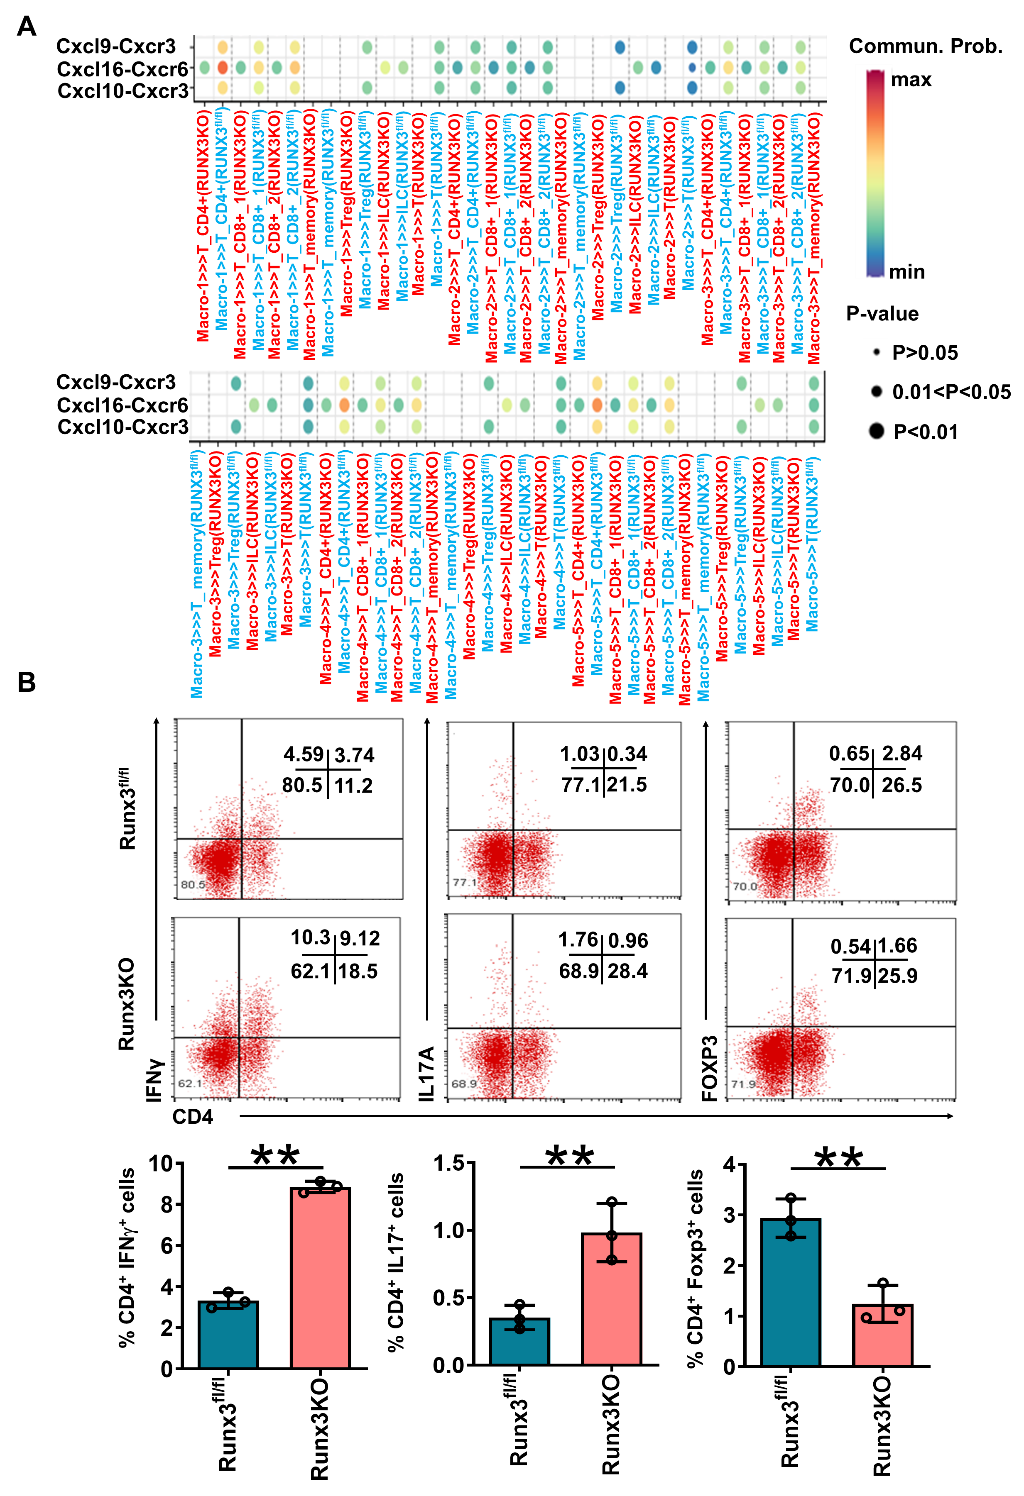

**Figure S6. Analyses between different macrophage populations and lymphocyte cells. A** Cellular communication analyses of different macrophage populations and lymphocyte cells. Macro-1- 5, macrophages 1-5 populations; **B** Flow cytometry analyses of Th1, Th17 and Treg cells in *RUNX3^fl/flpLuc-creT^* mice (RUNX3KO) and control *RUNX3*^fl/fl^ mice. The analyses in B are based on a sample size of n=3 per group. Two side Student's t-test; ***p<0.01.* Data were a representative of at least three experiments.

**
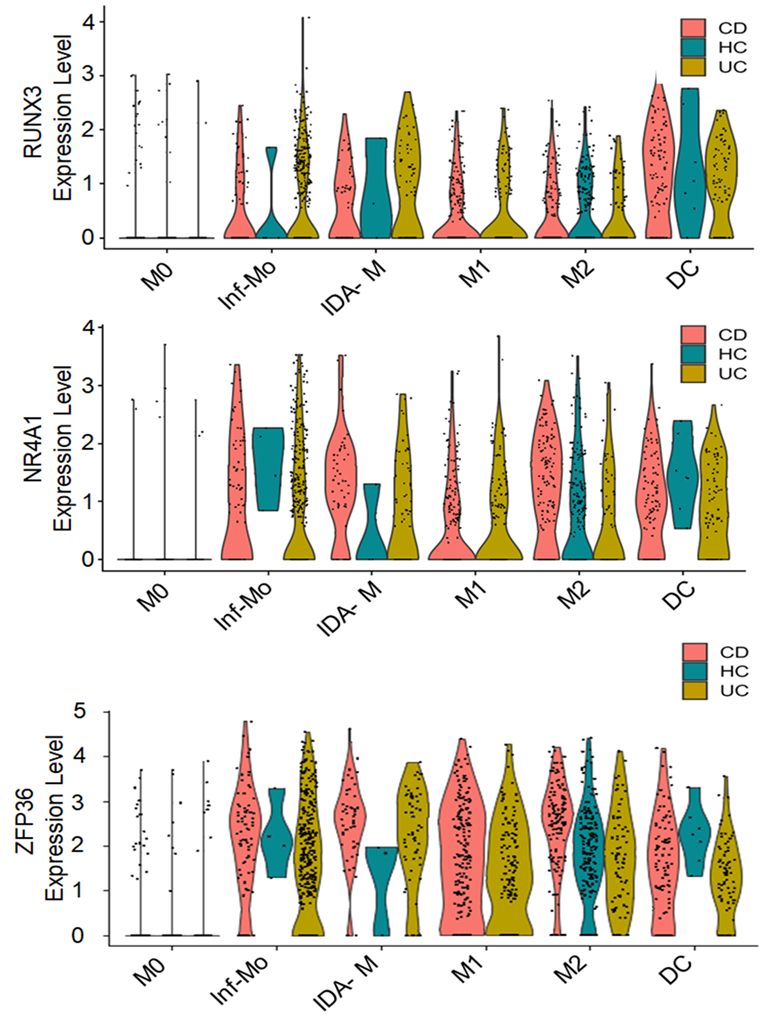
**

**Figure S7.** Violin plots of RUNX3, NR4A1 and ZFP36 in different macrophage populations of healthy individuals (HC), patients with CD (CD) or with UC (UC). M0, M0 macrophages; M2, M2 macrophages; DC, dendritic cells; M1, M1 macrophages; IDA-M, inflammation-dependent alternative macrophage and Inf-Mo, interferon monocytes.

**Table S1.** **| Reagents and oligoes used in this study.**

How the deposited data were processed for this re-analysis (not part of the article)

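RNA sequencing of macrophages generated from bone marrow cells was analysed in 4 groups with 1 library each, namely WT control, WT butyrate, LNCKO control and LNCKO butyrate, after 24 h. The authors deposited FPKM values of each gene and library and no counts. The methods name the sequencing platform and the provider's web platform for the analysis, and the paper's text does not name an aligner, a counting tool, a genome build or an annotation. In the deposited FPKM, the number of fragments of a gene was divided by the length of its whole genomic span and by a library total, as was checked on the values themselves.

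For each library, the total was searched as the number that turns most FPKM values into whole fragments, given the gene spans of GENCODE M21 on GRCm38. Library totals ranged from 53363944 to 65521713 fragments. Genes that were not whole on their span were searched over lengths from 60 to 3000000 bases: of 341 such genes, 340 fitted some length in all 4 libraries and 1, Runx3, fitted none. Fragments are paired reads without molecular identifiers, so the exact Clopper-Pearson interval given for 1 Runx3 value covers counting error only. Of the genes listed, 262 had no symbol in the file and 57 shared a symbol with another.

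The fragments that each library total leaves for Runx3 were computed as the total less the fragments of all other genes. Where a gene fitted another length, the length within 0.5% of its span was taken if there was one and the shortest fitting length otherwise. A bound was also computed with the shortest fitting length for each of the 340 genes. The limit of 0.5% was chosen after remainders under several limits had been seen. A limit of 1% left 4295 fragments in WT butyrate, the same as 0.5%, and limits of 2% and 5% left fewer than 0 fragments in all 4 libraries.

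Changes were computed as log2 of the ratio of FPKM + 1, for butyrate against control within each genotype and for LNCKO against WT. The percentile of a Runx3 change was taken among the 500 genes nearest in mean FPKM. Counts of genes past 2-fold and correlations across genes used genes with a mean FPKM of at least 1. Gene lists were compared with 10000 random lists of the same size, each gene drawn from the 200 genes around it in mean FPKM, and lists of fewer than 3 genes were not compared with random lists. The 20 lists were those the study names (its axis, MAPK genes, ERK genes, cytokines, resident and inflammatory markers, and H3K4me3 proteins), macrophage identity, T and NK cells, B cells, dendritic cells, neutrophils, mast cells and basophils, erythroid cells, stromal cells, interferon response, cell cycle, HDAC inhibitor response, sex, and immediate early genes. Most genes of these lists are given through the list's median and counts. Adgre1 and Fcgr1 are in the macrophage identity list and in a list of the study's markers, and Nr4a1 is in the axis and MAPK lists.

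The rule for the genes that the text names admits genes of the reported lists, genes the study names, and, among genes with a mean FPKM of at least 5, the 5 with the largest rise and the 5 with the largest fall with butyrate in WT and the 5 whose change differed most between the genotypes in each direction. This rule, the comparisons, the lists and the alternatives with a pseudocount of 0.1, another or no filter on low values, libraries scaled by their median ratio, values rescaled to 1000000 per library and the nearest 200 genes were set before the data were examined. The plain FPKM ratio and fragments per 1000000 were added as alternatives after seeing the data. A shift of more than 0.2 on the log2 scale, or of a count by more than 1.5 times, was taken as a move. With 1 library per group, a butyrate change within a genotype or a genotype difference within a treatment could not be tested. A difference in the butyrate response between the genotypes could not be tested either. No test pooled across genotypes or treatments was run.

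The steps were tested on simulated data. For the fragments, 4 of 4 library totals were recovered, 10 of 10 genes with altered values in 3 libraries fitted no length, 0 of 2033 other genes did so, and the fragments left were within 1% of the truth in 4 of 4 libraries. The genes of other length in that simulation were given lengths near their span, which favours the limit used. For the changes, 100 of 100 genes raised 4-fold and 100 of 100 genes lowered 4-fold were called past 2-fold, as were 0 of 6616 unchanged genes, and 6 of 200 random lists fell outside the central 95% of the matched lists. The simulated libraries differed by counting error alone, without variation between cultures. The 0 of 6616 is therefore not a rate of false calls for the real libraries. The computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Other assays of the study were not analysed here.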

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

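The tests in this part were chosen only after the results were seen, apart from those on the X-linked partners of Y-linked genes and on the share of Y-linked over X-linked fragments. With 1 library per group, no difference in this part has a replicate check.

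Y-linked genes gave a signal in genes outside those the paper discusses. Ddx3y had 6128 fragments in the LNCKO control library and 7764 with butyrate, against 65 and 49 in the WT libraries. Across Ddx3y, Eif2s3y, Kdm5d and Uty, the LNCKO libraries held from 2051 to 7764 fragments per gene and the WT libraries from 16 to 85, and the median log2 difference of this sex list between controls was 1.62 (percentile 100 among matched random lists). With butyrate its median was -0.01 in WT (percentile 56.0) and 0.01 in LNCKO (percentile 71.8). Reads of the X-linked partners assigned to the Y-linked genes are argued against, since the share of Y-linked over X-linked fragments was 93.7 times higher in LNCKO control than in WT control. The X-linked partners were lower in LNCKO in 8 of 8 comparisons, with a median log2 difference of -0.52 and a range from -0.68 to -0.01, where Ddx3x was nearly level. This is consistent with male donors of the LNCKO cells and female donors of the WT cells. The paper's text gives no sex for these cultures, and Xist is not among the listed genes. If the donors differed in sex, each difference between the genotypes, that of Runx3 included, is confounded with sex.

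The hemoglobin genes were higher in the LNCKO libraries. Hba-a1 had a log2 difference of 1.49 between LNCKO and WT controls and rose by a further 1.403 with butyrate in LNCKO. Its FPKM was 2.97 in WT control, 3.15 in WT butyrate, 10.2 in LNCKO control and 28.6 in LNCKO butyrate. More red blood cell precursors may account for this, and the other erythroid genes cannot decide it. Their median difference was 0.17, carried by Car2, which other cells express, while Alas2 had 12 fragments in WT control and 44 in LNCKO control, too few to decide. An effect of the genotype or of butyrate on these genes was not tested.

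B cell genes were present in all libraries, outside the genes the paper discusses. Ms4a1 had 18241 fragments in WT control, 18038 in WT butyrate, 17150 in LNCKO control and 22285 in LNCKO butyrate, and the fewest fragments of any of the 7 B cell genes in any library was 1135, for Vpreb3. Cd79a had an FPKM from 51.3 to 69.3. This is consistent with B cells in the cultures, and expression of the whole list by the macrophages themselves was not tested. In WT all 7 genes were lower with butyrate.

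Lyz2 moved in opposite directions with butyrate, by a log2 change of 0.54 in WT and -0.89 in LNCKO. Each direction rests on 1 library per group, and the difference was not tested. Reads shared with Lyz1 are argued against, since the sum of Lyz1 and Lyz2 fragments changed by 0.56 in WT and -0.89 in LNCKO. As the whole cause, a shift in the share of macrophages is argued against, since 0 of the other 9 macrophage identity genes fell as much as Lyz2 in LNCKO, where 6 were higher, and 0 rose as much in WT. Shares of other cells were not tested for Lyz2. The neutrophil list moved in the same directions, with a median of 0.24 in WT (7 of 10 genes higher) and -0.04 in LNCKO (8 of 10 lower). A share of such cells, a response of Lyz2 to butyrate that depends on lncLy6c, and a difference between single cultures remain open and untested.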

How the results depend on the processing

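A paired analysis of butyrate across the genotypes was not run. It would assume the same butyrate response in both genotypes, which 1 library per group cannot check. No library was left out, because that would empty its group. The alternatives without a pseudocount and with fragments per 1000000 were chosen after seeing the data.

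The 4 Runx3 changes kept their direction under each alternative that was run. The Runx3 change in WT was 0.81 and moved to 1.01 with no pseudocount, which is past 2-fold, as it is with fragments per 1000000. The Runx3 change in LNCKO was 0.22 and moved to 0.45 with no pseudocount and to 0.44 with fragments per 1000000. The Runx3 difference of LNCKO from WT control was -1.06 and moved to -1.63 with a pseudocount of 0.1, -1.63 rescaled to 1000000 per library, -1.75 with no pseudocount and -1.73 with fragments per 1000000. These moves follow from the pseudocount of 1, which shrinks changes of genes with an FPKM near 1. The excess of the WT change over the LNCKO change lay between 0.54 and 0.62, and the percentiles of the Runx3 changes moved by less than 5 points. None of these alternatives bears on how the Runx3 values themselves were made.

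The counts of genes past 2-fold depended on the setting. In WT, 18 genes were higher and 5 lower. These became 29 and 12 with a pseudocount of 0.1, 9 and 3 with a mean FPKM of at least 5, and 91 and 64 rescaled to 1000000 per library, and 17 were lower with fragments per 1000000. In LNCKO, 7 were higher and 5 lower. With a pseudocount of 0.1, 13 were higher. With a mean FPKM of at least 5 the numbers were 4 and 1, rescaled to 1000000 per library 57 and 38, and with fragments per 1000000 21 and 8. Rescaling multiplied the values by about the same factor in each library, so the filter admitted 11021 genes and the pseudocount shrank them less, and fewer genes pass the stricter filter by construction. Scaling the libraries by their median ratio and leaving out the filter on low values kept all 4 counts within 1.5 times.

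The Pearson r across genes was 0.15 and ranged from 0.060 with a pseudocount of 0.1 to 0.23 with a mean FPKM of at least 5. Spearman's rho was 0.12 and ranged from 0.087 rescaled to 1000000 per library to 0.18 with a mean FPKM of at least 5. Of 216 comparisons of list medians, 192 stayed within 0.2 and 24 moved, and of 1716 comparisons of named genes, 1501 stayed and 215 moved. In these, 0 reversed, where a reversal required a log2 size of 0.1, so sign changes of smaller values were not counted. Rescaled to 1000000 per library, the median change of all genes in WT was -0.11 against -0.04, so changes in WT under that scaling are read relative to it. The depth limits genes with few fragments, such as Alas2, whose changes were not read.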

Differences from the paper's values

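The paper's values are those of qRT-PCR in Figure 6C, read by eye, and the values here are RNA sequencing values, so the assay differs as well. The legend does not name the reference of the relative expression.

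For Runx3 with butyrate in WT macrophages, the paper's fold is about 7.5 at 24 h in the time panel of Figure 6C and about 5.7 at 500 µM in the dose panel of Figure 6C, both read by eye, and the ratio of FPKM + 1 was 1.75. None of the alternatives set before the data were examined closed the gap, and neither did those added after seeing the values, the highest of which was 2.01 with no pseudocount.

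For Runx3 without butyrate, the paper's LNCKO value in Figure 6C is about 1.0, read by eye, and the LNCKO to WT ratio here was 0.481. Whether that 1.0 is relative to WT is not stated. If each genotype was set to its own untreated control, it is 1.0 by design and there is no gap. If it is relative to WT, none of the alternatives set before the data were examined closed the gap. They and those chosen after seeing the values lay between 0.298 and 0.481. For colon resident macrophages, the paper reports less RUNX3 in LNCKO than in WT (Figure 1F).

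The paper states that RUNX3 was not elevated by butyrate in lncLy6c-deficient macrophages. The deposited FPKM of Runx3 was 1.36-fold higher with butyrate in LNCKO, a log2 change of 0.22 on the FPKM + 1 scale at percentile 97.8 among genes of similar mean FPKM, from 1 library per group and from a value that is not a whole number of fragments. The paper's own LNCKO folds are about 1.2 at 24 h and about 1.4 at 500 µM in Figure 6C, both read by eye, and the ratio of FPKM + 1 of 1.17 is within 1.5 times of both.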

Other observations

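The tests in this part were chosen only after the results were seen, apart from those on counting noise, gene length bias and overlap with another gene.

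The Runx3 values were not whole fragments on the gene span in 3 of the 4 libraries. Another gene length, which made 340 of the 341 genes searched whole in all 4 libraries, is argued against for Runx3, since 0 lengths made its 4 values whole. Rounding of the printed values is argued against by the distances from a whole number. They were 0.383 fragments in WT control, 0.220 in LNCKO butyrate and 0.0055 in WT butyrate. All are far above the 1.9e-06 fragments that the last printed digit allows. The total of another library is argued against as well, since with it 0 values became whole. The Runx3 value of LNCKO control, 2598 fragments, was whole. Listed fragments were 4.53 times those that the library total leaves in WT butyrate and 2.24 times in WT control, against 0.594 in LNCKO control and 0.859 in LNCKO butyrate. With the shortest fitting length for each other gene, the ratio was 1.15 in WT butyrate and 0.531 in WT control, so the bound that assumes least is passed in WT butyrate alone. These tests are consistent with Runx3 values that were not made from the fragments of these libraries by the formula that holds for the other genes. The ratios to the fragments left rest on the library total being the sum over the listed genes, which is not stated, and the first 4 of them also on a limit for fitting lengths that was chosen after its effect was seen. A separate estimate for this gene or a step after counting remain open, and which of them applies cannot be decided without the reads. As FPKM of Runx3, the bound that assumes least is 5.36 in WT control, above the deposited 2.85, and 4.999 in WT butyrate, below the deposited 5.73.

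Taken as deposited, the higher Runx3 value with butyrate in WT does not come from library scaling, since it was 0.86 on the log2 scale with the libraries scaled by their median ratio. Other cells that also express Runx3 would have to rise at least as much as Runx3 does to be the whole cause. As plain FPKM ratios, 1 of the 12 T and NK cell genes did so with butyrate in WT, Prf1, from 17 to 38 fragments, and 7 were lower, which argues against more T and NK cells. Of the 9 dendritic cell genes 0 did so and 7 were lower, which argues against more dendritic cells. Other lists were not tested for the higher Runx3 value. The neutrophil list had a median of 0.24 with butyrate in WT, with 7 of 10 genes higher and a largest rise of 1.14. In LNCKO its median was -0.04, so more of these cells in WT butyrate stay open as an explanation. For the lower Runx3 value in LNCKO control, fewer T and NK cells are argued against by a median of 0.14 in the other direction, with 12 of 12 genes higher. Fewer dendritic cells are argued against as the whole cause, since 0 of 9 genes were lower by as much as Runx3 in plain FPKM ratios. The list did lean that way, with 6 of 9 genes lower and its median at percentile 1.5, so a contribution of these cells stays open. Other lists were not tested for the lower Runx3 value. Between controls the stromal list had a median of -0.80, with 7 of 7 genes lower, and the neutrophil list -0.18, with 7 of 10 lower. Fewer of these cells therefore stay open too. The paper's explanation, regulation by lncLy6c, the sex of the donors and such differences in cells were not separated.

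Ccl5 had an FPKM of 81.2 in WT control, 203 in WT butyrate, 85.4 in LNCKO control and 92.9 in LNCKO butyrate. As the whole cause, more T and NK cells are argued against, since 0 of 12 genes of that list rose as much as Ccl5 in plain FPKM ratios and 7 were lower. An interferon response was tested first by the percentile of its list in WT, which was 97.0 and fell just short of the upper limit of the central 95% of random lists, so this test is close to undecided. A second test, added because the first was so close, argues against it as the whole cause. The interferon list rose by a median of 0.26 in LNCKO (percentile 100), more than the 0.15 in WT, while Ccl5 rose by 0.12 in LNCKO and 1.31 in WT. Between controls the list differed by -0.12 (percentile 0.095). A butyrate response that depends on lncLy6c stays open and was not tested.

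The butyrate changes in WT and LNCKO were only weakly correlated across genes. Counting noise is argued against, since counting gave 3.28% of the variance of the changes in WT and 7.82% in LNCKO. Gene length bias is argued against, since the correlation with exon length was -0.10 in WT and -0.16 in LNCKO, of the same sign, and the rank correlation with length taken out was 0.10. Variation between single cultures, which 1 library per group cannot show, stays open.

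Among 9085 genes, 39 had 1 library at least 2-fold from the other 3, and in 27 of them it was WT butyrate. Of the 39 genes, 23.1% overlap the exons of another gene on the same strand, against 9.39% of other genes (percentile 99.2 among matched draws), which is consistent with overlap with another gene as a source for part of them. Most of them do not overlap, and an effect of butyrate in WT or of a single culture stays open. Raver1 had 33 fragments in LNCKO butyrate against 5063 in WT control, and was singled out after its values were seen.

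Other genes the paper studies, for which it gives no RNA sequencing values in these groups in its text, were read in these libraries. The FPKM of Nr4a1 was 0.840 in WT control, 0.511 in WT butyrate, 1.62 in LNCKO control and 1.23 in LNCKO butyrate, with a log2 change with butyrate of -0.28 in WT and -0.23 in LNCKO. For Zfp36 the FPKM was 156, 130, 170 and 164 in the same order, with changes of -0.26 and -0.06. Il1b had 12.4, 16.1, 15.5 and 16.9, with changes of 0.35 and 0.12. Tnf changed by -0.35 in WT and -0.16 in LNCKO, and Il6 by -0.20 and -0.03. Nr4a1 and Zfp36 were thus lower with butyrate in WT, whereas the paper reports that butyrate raised both in human macrophages. The pseudocount of 1 shrinks the Nr4a1 changes, since its FPKM lay near 1. The paper concludes that RUNX3 lowers pro-inflammatory cytokines in colon macrophages. Here Il1b and Ccl5 were higher with butyrate in WT, and Tnf and Il6 were lower. Cells or assay differ from the paper's, and each value rests on 1 library. Mapk3 had an FPKM of 24.5 in WT control, 24.8 in WT butyrate, 23.1 in LNCKO control and 23.2 in LNCKO butyrate. Of the HDAC inhibitor response genes, H1f0 changed by 0.23 in WT and 0.07 in LNCKO, and Cdkn1a by -0.39 and -0.06.

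The study's lists had the following medians with butyrate in WT, with butyrate in LNCKO and between LNCKO and WT controls. The axis list of Runx3, Nr4a1 and Zfp36 had -0.26 (percentile 0.31), -0.06 (percentile 14.0) and 0.12 (percentile 97.4). These medians are the values of Zfp36 alone, and Runx3 went the other way with 0.81, 0.22 and -1.06 in the same order. The MAPK genes had -0.25 (percentile 0.03), -0.06 (percentile 2.61) and 0.05 (percentile 85.0). The cytokines had 0.06 (percentile 91.9), -0.06 (percentile 6.47) and 0.19 (percentile 99.96). The resident markers had 0.19 (percentile 99.6), 0.02 (percentile 75.1) and -0.08 (percentile 1.75). The inflammatory markers had 0.19 (percentile 97.8), 0.01 (percentile 51.2) and 0.04 (percentile 74.6). The H3K4me3 proteins had 0.02 (percentile 86.9), -0.00 (percentile 61.3) and 0.03 (percentile 72.8). Cell cycle genes had -0.26 (percentile 0, 12 of 12 lower), -0.07 (percentile 2.25) and 0.06 (percentile 96.0). Immediate early genes had -0.07 (percentile 25.7), -0.16 (percentile 0) and 0.15 (percentile 99.97). No explanation was tested for these lists.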
